# Effects of acute and chronic oxidative stress on the blood–brain barrier in 2D and 3D in vitro models

**DOI:** 10.1186/s12987-022-00327-x

**Published:** 2022-05-12

**Authors:** Tracy D. Chung, Raleigh M. Linville, Zhaobin Guo, Robert Ye, Ria Jha, Gabrielle N. Grifno, Peter C. Searson

**Keywords:** Blood–brain barrier, Oxidative stress, Brain microvascular endothelial cells, Hydrogen peroxide, Barrier function

## Abstract

Oxidative stress is a shared pathology of neurodegenerative disease and brain injuries, and is derived from perturbations to normal cell processes by aging or environmental factors such as UV exposure and air pollution. As oxidative cues are often present in systemic circulation, the blood–brain barrier (BBB) plays a key role in mediating the effect of these cues on brain dysfunction. Therefore, oxidative damage and disruption of the BBB is an emergent focus of neurodegenerative disease etiology and progression. We assessed barrier dysfunction in response to chronic and acute oxidative stress in 2D and 3D in vitro models of the BBB with human iPSC-derived brain microvascular endothelial-like cells (iBMECs). We first established doses of hydrogen peroxide to induce chronic damage (modeling aging and neurodegenerative disease) and acute damage (modeling the response to traumatic brain injury) by assessing barrier function via transendothelial electrical resistance in 2D iBMEC monolayers and permeability and monolayer integrity in 3D tissue-engineered iBMEC microvessels. Following application of these chronic and acute doses in our in vitro models, we found local, discrete structural changes were the most prevalent responses (rather than global barrier loss). Additionally, we validated unique functional changes in response to oxidative stress, including dysfunctional cell turnover dynamics and immune cell adhesion that were consistent with changes in gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-022-00327-x.

## Background

Oxidative stress is caused by an imbalance of reactive oxygen species (ROS) and other oxidants in relation to antioxidant systems that sequester these species to maintain homeostasis [1, 2]. ROS are capable of chemically disrupting the structure of lipids, proteins, and DNA, ultimately damaging cells and tissues, and hence oxidative stress is implicated in a wide variety of diseases and injury in nearly every organ system [3, 4]. Additionally, oxidative stress and its correlated diseases are often most prominent in the aging population, although environmental cues, such as air pollution and UV exposure, play a significant role in the acceleration of these diseases in all age groups [5–7]. ROS include hydroxyl radicals, superoxide ions, and hydrogen peroxide (H_2_O_2_), which are produced endogenously in homeostasis but become overabundant in oxidative stress [4].

Of particular interest is the role that oxidative stress plays in neurodegenerative diseases (NDD) where increased oxidative stress is linked to severity of disease pathology [8–11]. Biomarkers of oxidative stress (e.g., peroxiredoxins and ubiquinone/ubiquinol) are elevated in individuals with various NDDs including Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis, and are correlated with cognitive impairments [12–14]. In aging and in response to environmental cues, ROS are not only derived from the brain itself, but from systemic exposure [15–18]. Therefore, the blood–brain barrier (BBB) plays a key role in ROS-mediated injury and diseases of the brain. The BBB tightly regulates transport into and out of the brain via tight junctions, transport systems, and efflux proteins, and is thought to be a key link between vascular comorbidities (e.g., coronary artery disease and diabetes) and NDDs, a concept that is commonly referred to as the vascular hypothesis [19–23]. Immunohistochemical staining of post-mortem human brain tissue and in vivo dye-injection studies in mice have found that local disruption of the BBB due to ROS exposure is correlated with inflammation of the surrounding brain tissue in individuals with NDD [24] and in animal models [25]. Importantly, the susceptibility of the BBB to ROS-induced dysfunction may play a key role in initiation and progression of NDDs [26].

However, while the studies described above have been key in establishing the links between oxidative stress, the BBB, and neurodegenerative disease, a detailed and systematic understanding of BBB dysfunction under oxidative conditions is limited. Many studies rely on staining post-mortem tissue (in which functionality cannot be further studied) [24], intrinsic or extrinsic animal studies (in which species-specific differences may dominate) [25, 27, 28], or exposure of 2D cell monolayers to oxidative agents (e.g., H_2_O_2_) in which microenvironmental cues are absent [20, 29, 30]. In addition, the pathological effects of oxidative stress are dose-dependent, incorporating both concentration and exposure duration, but many studies do not explore these factors. Acute profiles, which represent a shorter but more intense period of oxidative stress, are associated with traumatic brain injury and ischemia–reperfusion in stroke [31, 32]. For example, studies in rat models of cerebral ischemia/reperfusion have shown a sixfold increase in oxidative stress-responsive apoptosis inducing protein (ORAIP) in cerebrospinal fluid within 30 min of injury, then returns to control levels after four hours [33]. On the other hand, chronic profiles, which represent a longer but less intense period of oxidative stress, are more common in neurodegenerative disease and aging [34–37].

Some early studies in chip-based BBB models have also modeled oxidative and nitrosative stress, primarily via prodrugs such as linsidomine or menadione, with a particular focus on rescuing bulk barrier function following concentration-dependent dosing [38, 39]. To advance our understanding on a more granular level, here we utilize human induced pluripotent stem cell (iPSC)-derived brain microvascular endothelial-like cells (iBMECs) in 2D monolayers and 3D tissue-engineered microvessel models of the BBB that recapitulate the physiological geometry, shear cues, and barrier function of native tissue [40, 41] to identify differences in acute and chronic stress responses to the physiologically-produced ROS hydrogen peroxide (H_2_O_2_). In vitro models were exposed to H_2_O_2_ concentrations spanning three orders of magnitude across short and long exposure times to identify chronic and acute profiles for further study. These representative profiles resulted in the generation of discrete, local defects which are easily identifiable in tissue-engineered iBMEC microvessels with high spatiotemporal resolution. Additional transcriptomic and functional assessments of these profiles indicated cell cycle disruption and inflammatory immune cell responses that are unique to either chronic or acute oxidative stress. These studies deepen our insight into the dynamic role of oxidative stress in injury and disease of the BBB.

## Materials and methods

### Cell culture

Human induced pluripotent stem cell-derived brain microvascular endothelial-like cells (iBMECs) recapitulate key properties of human BMECs, including expression of tight junctions, efflux pumps, and nutrient transporters [42, 43]. Differentiation of iBMECs was performed as previously reported [44]. iBMECs were differentiated from three isogenic iPSC cell lines from a healthy donor (Allen Cell Collection, WTC parent), that express fluorescently-labeled zona occludens-1 (ZO1), beta-actin (ACTB), and plasma membrane, which produce iBMECs with near-identical morphology and transendothelial electrical resistance [39]. After eleven days of differentiation, iBMECs were detached using Accutase (Thermo Fisher Scientific, A1110501) and seeded onto Transwell inserts or type I collagen microvessel channels coated with 50 µg mL^−1^ human placental collagen IV (Sigma-Aldrich, cat. no. C5533) and 25 µg mL^−1^ fibronectin from human plasma (Sigma Aldrich, cat. no. F2006). During seeding and for the following 24 h, cells were cultured in BBB induction medium composed of human endothelial cell serum-free medium (HESFM) (Thermo Fisher Scientific, cat. no. 11111044) supplemented with 1% human serum from platelet-poor plasma (Sigma-Aldrich, cat. no. P2918), 1% penicillin–streptomycin (Thermo Fisher Scientific, cat. no. 15140122), 2 ng mL^−1^ human recombinant basic fibroblast growth factor (bFGF; Fisher Scientific, cat. no. 233FB025CF), and 10 µM all-trans retinoic acid (Sigma-Aldrich, cat. no. R2625). For 24 h before H_2_O_2_ exposure, cells were further cultured in BBB maintenance medium: HESFM supplemented with 1% human serum from platelet-poor plasma and 1% penicillin–streptomycin.

In 2D Transwell and 3D microvessel experiments, iBMECs were exposed to different concentrations of hydrogen peroxide (H_2_O_2_) for 1 h (acute) or over a period of 10 days (chronic). Different concentrations of H_2_O_2_ were prepared by diluting the stock solution (Sigma Aldrich, H1009) in BBB maintenance medium. In all experiments, we define the exposure as the initial concentration at the beginning of the experiment. To determine the concentration profile of H_2_O_2_ in medium over time, we measured H_2_O_2_ levels using the Amplex Red Hydrogen Peroxide Kit (Thermo Fisher, A22188).

### Transwell-based TEER, cell count, and ROS assays

Transwell inserts (Corning, cat. no. 3470) were coated with 50 µg mL^−1^ collagen IV and 25 µg mL^−1^ fibronectin overnight at 37 °C, then seeded with iBMECs in BBB induction medium at 1 × 10^6^ cells cm^−2^. After 24 h, the medium was switched to BBB maintenance medium and daily transendothelial electrical resistance (TEER) measurements were performed using an EVOM-2 and STX-100 electrodes (World Precision Instruments, Sarasota, FL). TEER measurements were recorded daily before initiating experiments or changing medium; monolayers with TEER > 1500 Ω cm^2^ during the 24 h of culture in BBB maintenance media (day 0) were used for experiments. Three experimental conditions were distributed across Transwell inserts: (1) control in BBB maintenance medium without any media switches (control), (2) exposure to sterile water (vehicle), or (3) exposure to various concentrations of H_2_O_2_. All exposures were conducted by adding 5 µL of water or H_2_O_2_ to the apical chamber (representing a 20 × dilution). For chronic exposure, confluent monolayers in Transwells were treated with H_2_O_2_ on day 0 and TEER was measured daily for ten days with no media changes. For acute exposure, confluent monolayers in Transwells were treated with H_2_O_2_ on day 0 for 30–60 min, and then the media was replaced with fresh BBB maintenance medium (no H_2_O_2_); TEER was then measured every hour for the four subsequent hours and also daily for ten days. All TEER values are reported after subtracting the value for a blank transwell and correcting for the insert area.

To measure intracellular ROS levels and cell counts, monolayers on inserts were washed twice with phosphate buffered saline (PBS; Gibco, 10010049) and treated with Cellular Reactive Oxygen Species Detection Assay Kit (Deep Red Fluorescence) (Abcam, ab186029) according to manufacturer protocols and 40 µg mL^−1^ DAPI solution (Sigma-Aldrich, D9542), respectively. These measurements were conducted at various time points after seeding (days 1, 2, and 4) following a one-hour incubation at 37 °C. Images were collected via epifluorescence on an inverted microscope (Nikon Eclipse TiE) using a 4 × objective and NIS Advanced Research software (Nikon). The resultant images were processed using CellProfiler, utilizing built-in modules of illumination correction and identification of primary objects to yield cell count, and utilizing mask generation of cell areas and measuring corresponding intensities to yield ROS signal per cell [45].

### Tissue-engineered BBB model

Three-dimensional in vitro blood–brain barrier microvessels were generated as previously reported [46]. Briefly, polydimethylsiloxane (PDMS; Dow Corning, 4019862) housings were molded with a cavity for hydrogel patterning and plasma-bonded to glass slides. Utilizing a 150 µm diameter nitinol wire (McMaster-Carr, 8320K12), 1 cm long channels (total surface area of ~ 0.05 cm^2^) were patterned in a rectangular prism of 7 mg mL^−1^ type 1 collagen (Corning, 354249). Wires were then removed from the hydrogel leaving an empty channel. 20 mM genipin (Wako Biosciences, MFCD00888600) was perfused through channels for two hours to stiffen collagen and increase cell adhesion [46]. Channels were incubated with matrix proteins (50 µg mL^−1^ type IV collagen and 25 µg mL^−1^ fibronectin), and seeded with iBMECs suspended in BBB induction medium, supplemented with 10 µM Rho-associated protein kinase (ROCK) inhibitor Y27632 (ATCC, ACS-3030) at a concentration of 5 × 10^6^ cells mL^−1^ under extremely low-flow conditions (~ 0.01 mL h^−1^) and allowed to adhere for 30 min before initiation of perfusion. Sterile, chemically inert, and noncytotoxic reservoirs (Fisher Scientific, 14-817-32) were connected to both inlet and outlet ports. Perfusion through the vessel was established by filling the upstream reservoir with medium to a height of 5 cm, resulting in a volumetric flow rate of ~ 0.5 mL h^−1^. The channels were perfused with BBB induction medium supplemented with ROCK inhibitor for 24 h, resulting in the formation of confluent microvessels, and then switched to BBB maintenance medium, and maintained under steady flow. After 24 h in BBB maintenance medium, confluent microvessels were perfused with BBB maintenance medium supplemented with 100 µM H_2_O_2_ continuously (chronic exposure), perfused with BBB maintenance medium supplemented with 500 µM H_2_O_2_ for one hour followed by perfusion with unsupplemented BBB maintenance medium (acute exposure), or corresponding vehicle control.

To ensure that oxygen depletion during perfusion of the microvessels did not contribute to oxidative stress, we measured the levels of dissolved oxygen in the medium in the inlet reservoir and in the perfusate from the outlet over 5 days using a dissolved oxygen probe (RCYAGO, DO9100).

### Measurement of permeability and identification of defects

To assess changes in permeability and defect formation, microvessels were perfused with two fluorescent solutes: 2 µM Alexa Fluor647-conjugated 10 kDa dextran (Thermo Fisher Scientific, cat. no. D22914) and 200 µM Lucifer yellow (LY; Sigma, CH dilithium salt) in BBB maintenance medium. Microvessels were then imaged (Nikon Eclipse TiE) at 10 × magnification and maintained in an environmental chamber at 37 °C. Epifluorescence illumination was controlled by X-Cite 120LEDBoost (Excelitas Technologies). Phase contrast images (assembled from images from 10 adjacent frames) were acquired every two minutes at the longitudinal top plane, midplane, and bottom plane of the microvessel; fluorescence images were acquired every 2 min at the microvessel midplane. Microvessels were imaged for 10 min before and 1 h following perfusion with the fluorescent solutes.

Three types of structural defects were identified manually by assessing each cropped phase and fluorescent image: (1) delaminations with no focal leak, (2) focal leaks with no delamination, and (3) combination focal leaks and delaminations. Delaminations were identified from phase images where the midplane of the vessel endothelium showed detachment from the channel wall, focal leaks were identified from fluorescence images where there was visible localized leakage of fluorescent solute from the vessel lumen, and combined defects were identified by overlaying the phase and fluorescent images. The time to defect resolution was determined by monitoring fluorescent solute leakage over image sequences.

### Bulk RNA-sequencing and gene set enrichment analysis

RNA was collected from 2D monolayers of iBMECs seeded onto Transwells in the presence of ROCK inhibitor, to match experimental conditions used in tissue-engineered iBMEC microvessels. Collection occurred immediately or four days after acute (500 µM) exposure to H_2_O_2_ for 1 h and their corresponding vehicle controls, or seven days after initiation of chronic (100 µM) exposure to H_2_O_2_ and its corresponding vehicle control. Cells were washed with PBS and then lysed using RLT buffer supplemented with 1% β-mercaptoethanol (Sigma, M3148). RNA was purified using the RNeasy Mini Kit (Qiagen) with DNase I digestion, and eluted in RNase-free water, following kit protocols. All sequencing was performed by Novogene on an Illumina NovaSeq platform with paired end 150 bp reads, generating approximately 20 million paired reads per sample. cDNA libraries were constructed following oligo (dT) capture and enrichment. All samples had an RNA integrity number > 8.8 (Agilent 2100 Bioanalyzer).

Raw read alignment and quantification to the reference human genome (GRCh38) was performed using the R (v4.0.1) package Rsubread (v2.0.1) [48]. Normalization, visualization, and differential analysis was performed using the R package DESeq2 (v1.28.1) [49]. Normalization of raw reads in DESeq2 utilized variance stabilizing regularized logarithm transformation (rlog) before calculation of Euclidean sample distances and resultant principal component analysis (PCA). Differentially expressed genes (DEGs) were identified using the Wald test with Benjamini–Hochberg correction-adjusted p-values, where values < 0.05 were considered statistically significant. Gene set enrichment analysis was conducted by inputting an enriched set of genes, composed of all DEGs and genes with > 3 log_2_FC, into Enrichr and assessing GO biological processes and MSigDB Hallmark pathways [50]. Visualizations (PCA, volcano plots) were formatted using R package ggplot2 (v3.3.2) [51].

### Cell turnover analysis

Cell loss and mitosis events in microvessels were counted manually from phase contrast imaging sequences acquired every 2 min over 1 h. The total number of iBMECs were counted manually from the polar planes of the microvessel, then cell loss and mitosis events were observed manually, as reported previously [39]. Briefly, cell loss events were identified by an appearance of cell swelling and disappearance from the monolayer. Mitosis events were identified by observing cell compression and formation of daughter cells. The rate of turnover was calculated from the difference between the rates of mitosis and cell loss, and is presented as a percentage of all cells per hour (% h^−1^).

### Immune cell adhesion

Immune cell adhesion assays were conducted at days 1 and 4 after H_2_O_2_ exposure in a tissue-engineered microvessel. Human THP-1 cells, a monocytic cell line derived from an acute monocytic leukemia patient, were cultured in RPMI-1640 medium (Thermo Fisher Scientific, 11875093) supplemented with 10% fetal bovine serum (Sigma, F4135) and 1% penicillin–streptomycin (Thermo Fisher Scientific, cat. no. 15140122). An expanded stock of THP-1s were frozen in liquid nitrogen and thawed 24 h prior to use. Before each experiment, THP-1s were suspended in serum-free RPMI-1640 medium and incubated for 20 min with CellTracker Deep Red (Thermo Fisher Scientific, C34565) according to product protocols. After washing the cells twice with PBS, THP-1s were resuspended at a final concentration of 1 × 10^6^ cells mL^−1^ and 70 µL of this suspension (70,000 cells) was perfused through the device for 10 min under low shear stress (~ 0.2 dyne cm^−2^). Afterwards, any remaining cell suspension upstream of the device was removed and replaced with BBB maintenance medium to wash out non-adherent THP-1s for 20 min. Adherent fluorescently-labeled THP-1s were manually counted in each device, and normalized to microvessel length.

### Statistical analysis

Biological replicates are defined as experiments conducted with an independent differentiation of iBMECs. All statistical analysis was performed using Prism 9 (GraphPad). All data are presented as mean ± SEM (standard error of the mean). A student’s unpaired *t*-test (two-tailed with unequal variances) was used for comparison of two groups and an analysis of variance (ANOVA) was used for comparisons of three or more groups. Tukey’s multiple comparisons test was used to compare experimental conditions across groups of three or more, where reported p-values were multiplicity adjusted. Statistical significance was defined at *p* < 0.05, with *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

Neurodegenerative diseases and brain injuries are associated with acute or chronic exposure to oxidative stress. Since there are no established protocols for modeling oxidative stress exposure, we first determined conditions for acute and chronic injury of iBMEC monolayers to the ROS hydrogen peroxide (H_2_O_2_). H_2_O_2_ is a commonly studied oxidative agent used in vitro due to its capacity to mimic oxidative stress by stimulating hydroxyl radical formation and its relative stability in cell culture medium [52]. A key challenge for in vitro studies is modeling a pathological response to mimic human disease and injury. Results from animal studies have indicated that baseline levels of H_2_O_2_ may be around 50 µM, although following injury, such as ischemia–reperfusion in the striata of rat brains, levels may increase to 200 µM [53]. Although there have been relatively few studies of cytotoxic exposure to H_2_O_2_ in humans, levels of systemic irritation are known to occur at around 100 µM when inhaled and 10 mM when ingested, which provide benchmarks for exposure in our model systems [54–56]. Based on these observations, we sought to establish models of chronic and acute oxidative stress exposure in 2D iBMEC monolayers on Transwells (Fig. 1a) and in 3D tissue-engineered iBMEC microvessels (Fig. 1b).

**Fig. 1:**
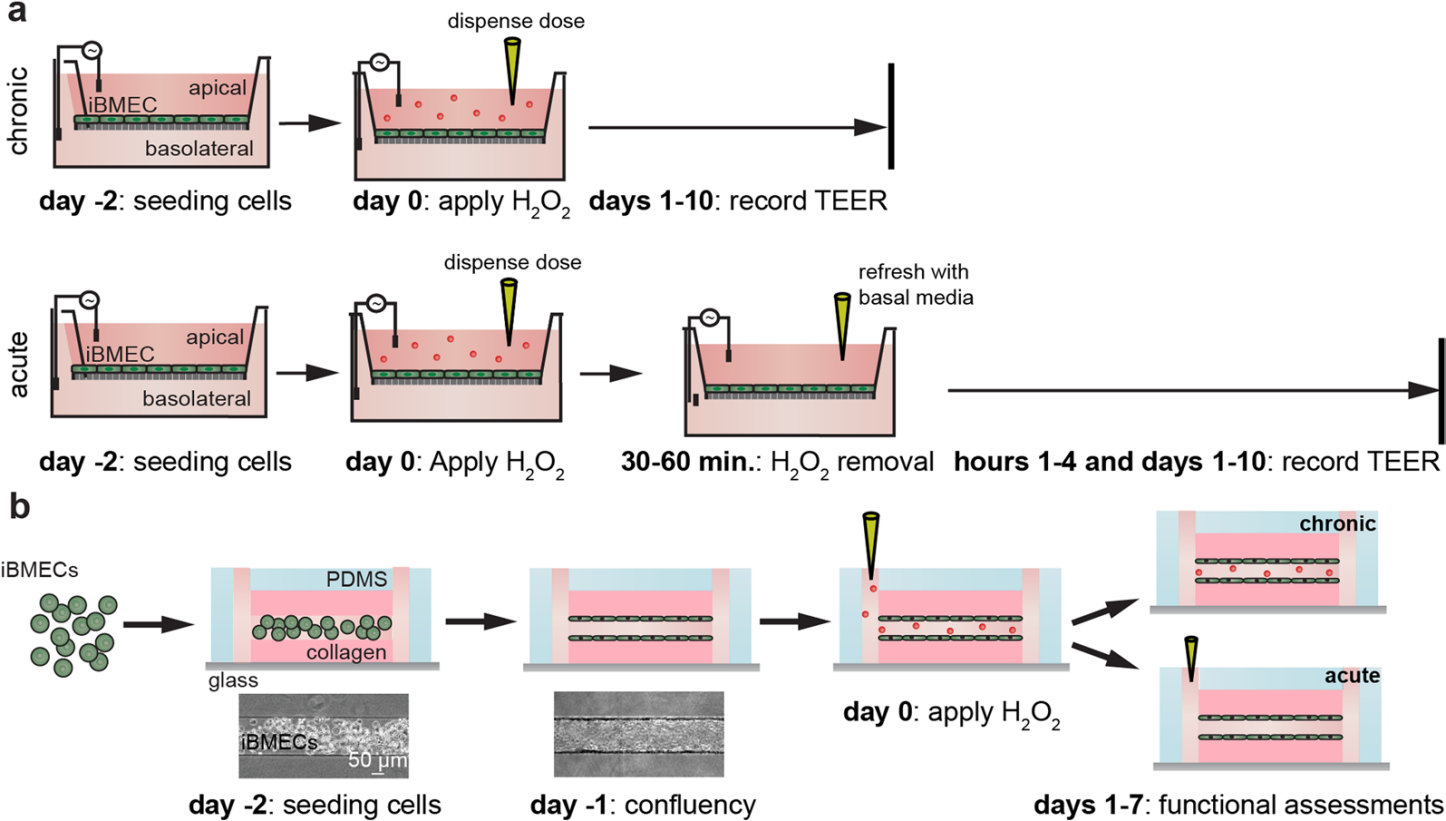
Methods to model oxidative stress in 2D and 3D. **a** Schematic depicting experimental protocol of exposing 2D iBMEC monolayers on Transwells to chronic and acute doses of H_2_O_2_. **b** Schematic depicting seeding of iBMECs into 3D microchannels, formation of BBB microvessels, and exposure to chronic and acute H_2_O_2_

To establish dose regimes leading to physiological, pathological, and cytotoxic responses, iBMEC monolayers in Transwells and microvessels were exposed to concentrations of H_2_O_2_ from 10 µM to 10 mM for durations of up to 1 h (acute exposure) or up to 10 days (chronic exposure). From independent measurements of the H_2_O_2_ concentration in cell culture over time, we found that the concentration of H_2_O_2_ decreased over several days (Additional file 1: Fig. S1). Therefore, the H_2_O_2_ concentration in acute exposure is approximately constant, whereas in chronic exposure the H_2_O_2_ levels decrease over time, more significantly after 5 days of culture.

### In vitro measurements recapitulate acute and chronic oxidative stress profiles

To establish the influence of H_2_O_2_ dose on barrier function, we first assessed changes in TEER in 2D confluent monolayers of iBMECs (Fig. 2a, b). In agreement with previous human exposure studies, continuous exposure to 10 µM or 100 µM resulted minimal changes in TEER over 10 days (Fig. 2a). Continuous exposure to 1 mM H_2_O_2_ resulted in a gradual decrease in TEER over several days, with values below 500 Ω cm^2^ on day 9 after exposure (*p = 0.018 vs. vehicle). TEER values for iBMECs below 500 Ω cm^2^ are associated with increased solute permeability [57]. Acute doses probed the interactions between H_2_O_2_ concentration and exposure duration, spanning 1 mM to 10 mM exposure for either 30 or 60 min (Fig. 2b). An exposure of 1 mM H_2_O_2_ for one hour resulted in a gradual decrease in TEER beginning on day two and decreasing to 700 Ω cm^2^ over 10 days, but not significantly different from control conditions (ns, *p* = 0.836). However, a ten-fold increase in concentration to 10 mM H_2_O_2_ for one hour dramatically decreased TEER within three hours (*p = 0.013 vs. vehicle), with values remaining low for the following two days (*p = 0.036 vs. vehicle), before returning to values similar to controls on day three following exposure (ns, *p* = 0.633 vs. vehicle). This profile is consistent with acute and reversible damage that recovers over several days. To understand the role of cellular damage in these TEER studies, we further investigated cell counts and intracellular ROS levels (Additional file 1: Fig. S2c–g). While measurable ROS levels were correlated with macroscopic and functional disruption of the monolayer, oxidative stress responses were below the detection limit of the assay. These observations are exemplified in representative images of a negative vehicle control, 1 mM chronic H_2_O_2_ exposure that produced no measurable ROS but resulted in TEER loss, and 10 mM acute H_2_O_2_ exposure that resulted in measurable ROS and significant cell loss (i.e., toxicity) (Fig. 2c). Cell counts remained unchanged in chronic and acute exposure to 1 mM H_2_O_2_, but resulted in dramatic decreases in cell count during continuous 10 mM exposure (*p = 0.018, 0.016, and **p = 0.001 vs. control at days 1, 2, and 4, respectively), and significant decrease in cell count by day 4 in acute one-hour 10 mM exposure (*p = 0.032 vs. control) (Figs. 2d, e). ROS accumulation was measured using a fluorescent detection kit and followed similar trends to cell count (Additional file 1: Fig. S1e, f). Chronic and acute 1 mM H_2_O_2_ exposure produced no measurable change in ROS accumulation, but continuous 10 mM exposure resulted in a significant increase in ROS by day four (*p = 0.022 vs. control) (Fig. 2f). Acute one-hour 1 mM H_2_O_2_ exposure resulted in slight increases in ROS, but not at a significant level (*p* = 0.117 vs. control at day 4) (Fig. 2g). In summary, ROS were detected only at cytotoxic exposures associated with significant cell loss from the monolayer. At lower concentrations, we observed decreased TEER values but the sensitivity of the assay was not sufficient to detect increases in ROS.

**Fig. 2:**
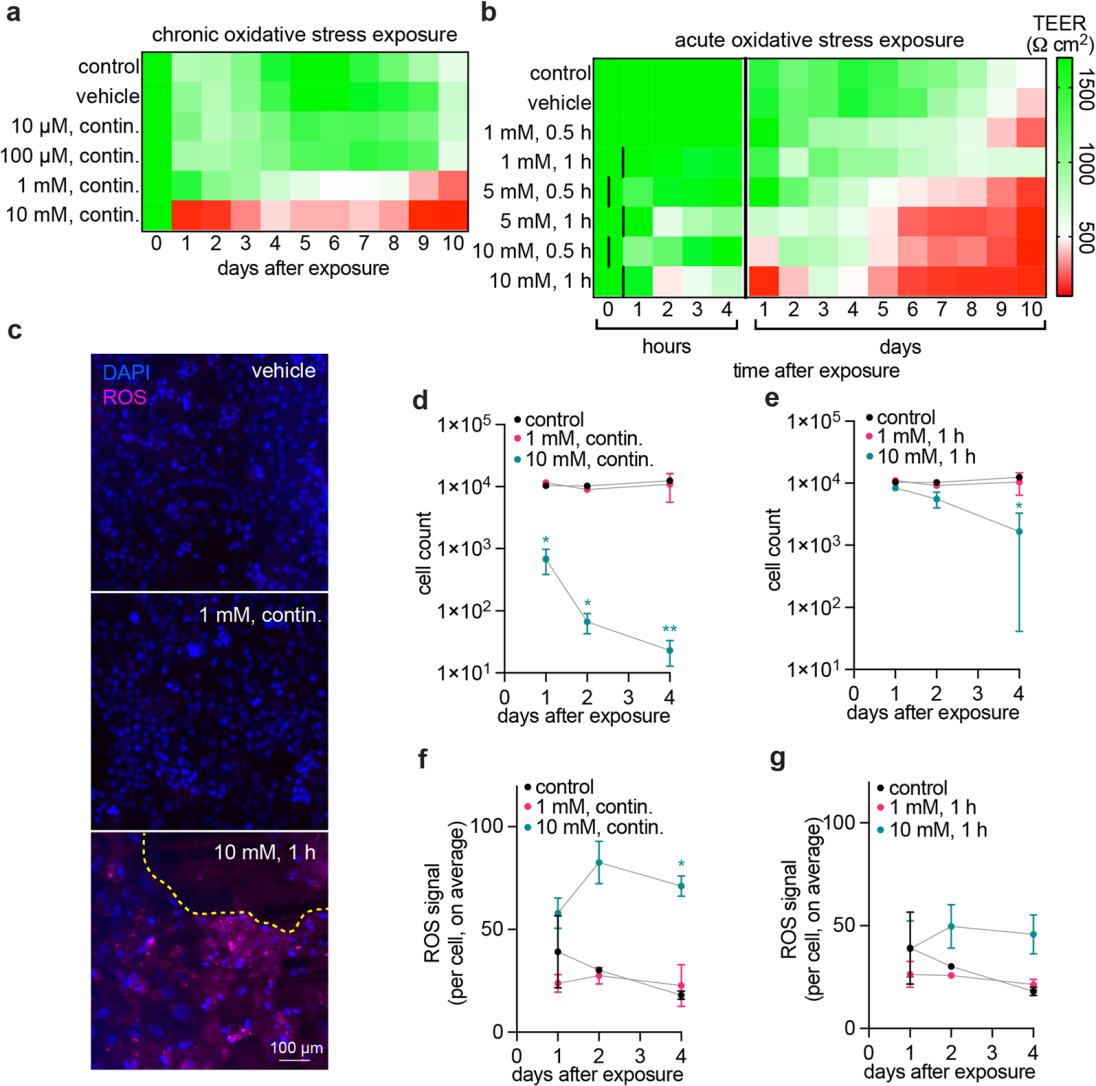
Dose-dependent response of 2D iBMEC monolayers to chronic and acute oxidative stress. **a** Heatmap of iBMEC TEER during chronic exposure to H_2_O_2_ at various concentrations and corresponding controls (no addition, or vehicle addition). Continuous 1 mM H_2_O_2_ exposure resulted in a gradual loss of barrier function over 10 days that models chronic oxidative stress. Each cell represents the mean of three technical replicates across *n* = 3 biological replicates in all conditions. **b** Heatmap of iBMEC TEER during acute exposure to H_2_O_2_ at various concentrations and exposure times and corresponding controls (no addition, or vehicle addition). 10 mM H_2_O_2_ exposure for one hour resulted in significant but recoverable loss of barrier function over 10 days that is consistent with acute oxidative stress. Each cell represents the mean of three technical replicates across *n* = 7 biological replicates in all conditions. **c** Representative images from DAPI and ROS assay staining showing the negative control with minimal ROS accumulation, continuous 1 mM H_2_O_2_ exposure with minimal ROS accumulation, and acute 10 mM H_2_O_2_ exposure with visible ROS accumulation and cell loss. Yellow dotted line indicates a region of cell loss (no nuclei). **d**, **e** Quantification of cell counts over time following chronic and acute exposure, respectively. **f**, **g** Quantification of intracellular ROS per cell over time following chronic and acute exposure, respectively. Statistical tests were conducted versus control at each timepoint. *n* = 3 biological replicates for all conditions and time courses for (**d–g**)

Together, these results are consistent with competition between homeostatic forces, stress exposure, and the capacity of antioxidants to regulate ROS accumulation and promote proliferation to maintain a confluent monolayer. There are three key parameters in selecting dosing conditions to model chronic and acute oxidative stress: (1) exposure should be below previously documented concentrations that trigger systemic irritation (which includes presentation of burning of the eyes or skin, itching and dryness in the throat, cough, and a variety of other symptoms) in humans (10 mM), (2) exposure should recapitulate measurable barrier dysfunction, and (3) exposure should not result in significant cell death. Therefore, the dosing range of the perturbation should lie in a “pathological” regime: maintenance of relatively high cell viability but sustaining some loss of barrier function. The pathological response should be between “physiological” (maintenance of high cell viability and no evidence of loss of barrier function) and “cytotoxic” (very low cell viability with significant loss of barrier function). Our 2D experiments suggest that the pathological stress regime, prior to the onset of cytotoxicity, may be relatively narrow in vitro; thus, we selected the following conditions to model acute and chronic oxidative stress exposure: (1) chronic oxidative stress: continuous 1 mM H_2_O_2_ exposure, resulting in a gradual decrease in TEER, and (2) acute oxidative stress: a one-hour exposure to 10 mM H_2_O_2_, resulting in a short-term decrease and partial recovery in TEER.

### Three-dimensional models reveal discrete, local defects in response to oxidative stress

To model oxidative stress in a system mimicking the physiological cues of the BBB microenvironment, we next performed experiments in a tissue-engineered iBMEC microvessel model perfused with culture media supplemented with H_2_O_2_ (Fig. 1b). Microvessels maintained barrier function for at least one week as previously reported [40], and remained confluent over at least seven days after maturation with no focal leaks (Fig. 3a). The 3D microenvironment and cell culture conditions maintained normal oxygen exchange and cellular respiration. The dissolved oxygen in the inlet reservoir was on average 17.7%, close to the expected value of 18.6% under normal cell culture conditions (5 vol.% CO_2_ and 37 °C) (Additional file 1: Fig. S3) [47]. The concentration in the outlet perfusate was on average 16.8%, indicating a ~ 0.9% drop in dissolved oxygen due to cell metabolism during perfusion. However, there are two major differences between 2D and 3D culture conditions relevant to oxidative stress exposure. First, 3D microvessels are continually perfused with ROS in comparison to monolayers in 2D Transwells. Second, 3D microvessels are perfused with medium supplemented with Rho-associated protein kinase (ROCK) inhibitor (Y27632) during seeding and the first 24 h of perfusion (to enhance cell adhesion and spreading). Therefore, expected conditions to recapitulate acute and chronic stress exposure are different in 3D than in 2D systems (Additional file 1: Fig. S4a, b).

**Fig. 3:**
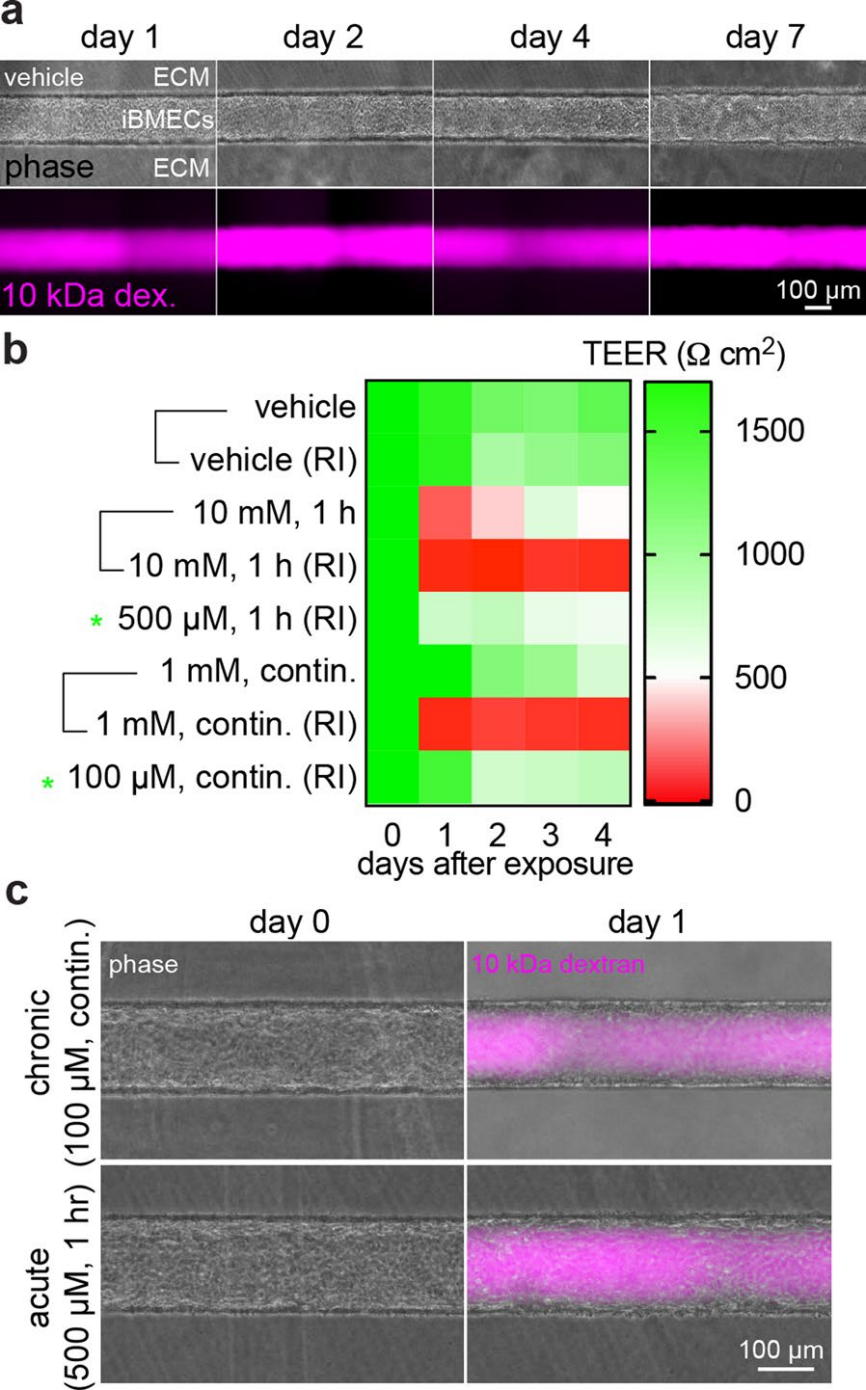
Response to chronic and acute oxidative stress in a tissue-engineered iBMEC microvessel. **a** Phase contrast and fluorescence images of a control microvessel (treated with vehicle) during 1 h perfusion with tagged fluorescently-labeled 10 kDa dextran. **b** Heatmap demonstrating the influence of ROCK inhibitor (RI) on TEER in 2D studies. The paired conditions demonstrate that RI sensitizes iBMEC monolayers to oxidative stress. Green asterisks indicate selected conditions for acute and chronic exposure in the presence of RI to further explore in 3D microvessels. Each cell represents the mean of three technical replicates across *n* = 3 biological replicates in all conditions. **c** Representative phase and phase/fluorescence overlays during perfusion with 10 kDa dextran at chronic and acute doses of H_2_O_2_ showing maintenance of monolayer confluency and dye restriction

To determine these different exposures, we conducted additional experiments in 2D monolayers to evaluate the influence of ROCK inhibitor on iBMEC responses to oxidative stress (Fig. 3b). When added to the media in Transwells prior to H_2_O_2_ exposure, ROCK inhibitor resulted in a significant decrease in TEER; therefore, reduced H_2_O_2_ doses best recapitulated chronic and acute oxidative stress dynamics given these culture conditions (Fig. 3b, Additional file 1: Fig. S4c). In 3D, these corresponding reduced H_2_O_2_ doses resulted in confluent monolayers and minimal change in global permeability immediately following exposure (Fig. 3c). However, local dysfunction emerged on longer time-scales, which we explored by perfusion with fluorescently tagged 10 kDa dextran and Lucifer yellow (MW 444.24 Da).

From phase contrast images and fluorescence images, we found that discrete, local defects dominated over global changes to permeability. Defects were characterized as focal leaks, delaminations (local loss of adhesion), or combination focal leaks with delaminations (Fig. 4a). All three types of defects were observed with both chronic and acute exposure, and the number of unique defects increased with time (Fig. 4b). Comparing chronic and acute exposure, combination focal leak/delaminations were more prevalent in acute conditions, with this trend becoming more significant over time (**p = 0.005 at day 4, ***p < 0.001 at day 7). Additionally, while the distribution of defect type within acute conditions did not favor a particular defect classification, chronic conditions resulted in significantly more delaminations than focal leaks or combination focal leak/delaminations, with the comparative significance peaking at day 4 after exposure (**p = 0.007 for delaminations vs. focal leaks, **p = 0.008 for delaminations vs. combination focal leak/delaminations). While defect distribution was dependent on oxidative stress condition, in confluent regions away from defect sites, the local permeability of fluorescent solutes was largely unchanged (Additional file 1: Fig. S5), which indicates that discrete defects are the primary sites of dysfunction and that barrier function elsewhere in the microvessels is unaffected.

**Fig. 4:**
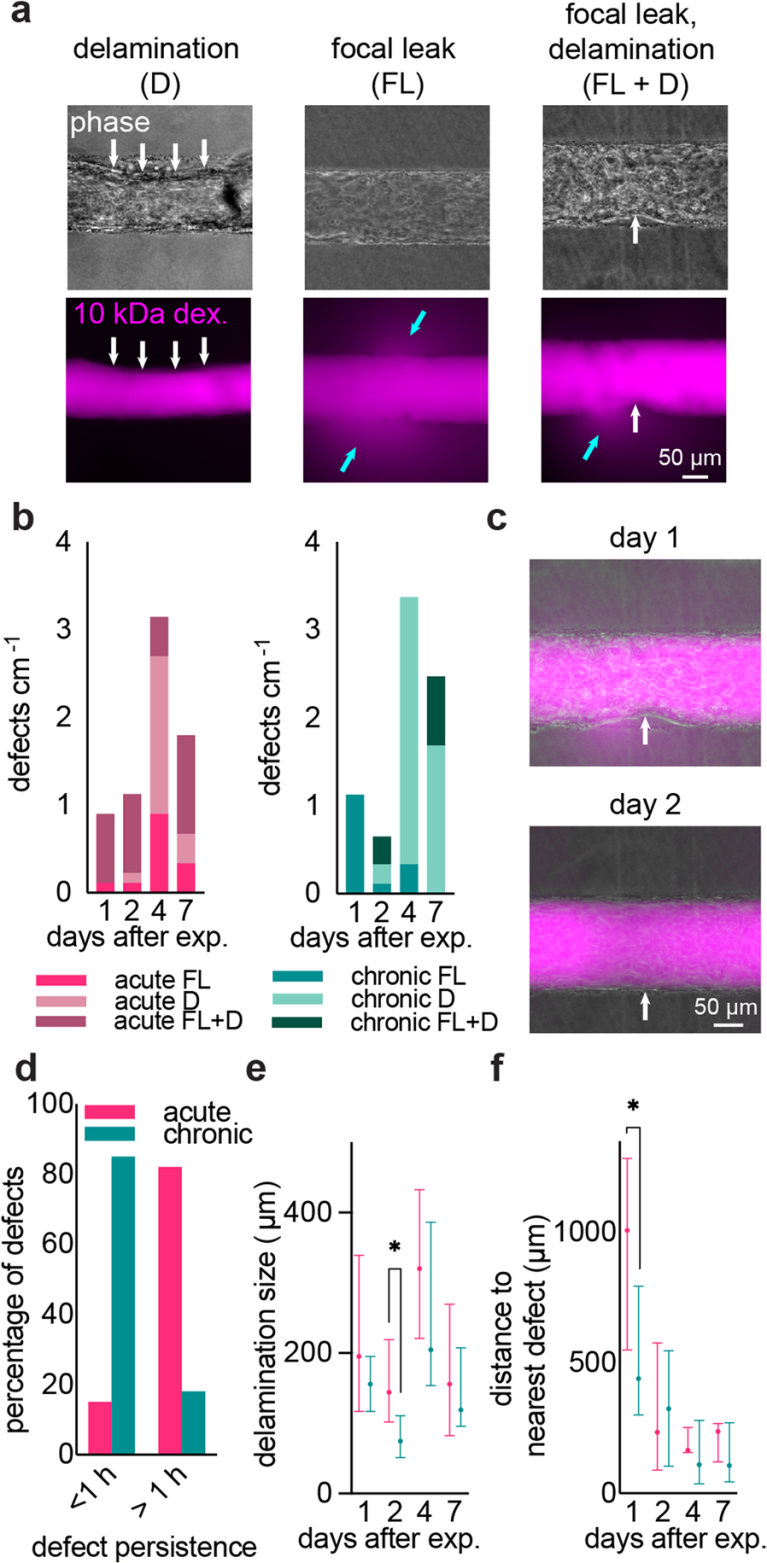
Characterization of local defects in tissue-engineered iBMEC microvessels in response to chronic and acute oxidative stress. **a** Representative examples of the three defect types: delamination, focal leak, and combination focal leak/delamination. White arrows indicate delaminations and blue arrows indicate focal leaks. **b** Distribution of defect types in chronic and acute exposure over time. **c** Representative images showing resolution of a delamination defect over one day following acute exposure. **d** Histogram of persistence of delaminations under chronic and acute stress exposure. **e**, **f** Distribution of delamination sizes and distance to nearest defect under chronic and acute exposure to oxidative stress over time. Data (**b**, **d**–**f**) represents *n* = 124 defects across both conditions with *n* = 3 independent microvessels for each condition

From daily imaging of microvessels we observed that all three types of defects had the potential for recovery (Fig. 4c). Delaminations resolved by re-adherence of the endothelium to the ECM, while focal leaks resolved by reversal of dye leakage. To understand the time course of this recovery, we defined the persistence as the duration of time between the appearance of the defect and re-adherence (for delaminations) and resolution of dye leakage (for focal leaks). Acute exposure resulted in increased persistence of defects, whereas chronic exposure resulted in defects that typically recovered on the order of minutes (Fig. 4d).

Delaminations were generally larger and exhibited a broader range of sizes following acute exposure. Chronic exposure resulted in smaller delaminations (with the difference between conditions peaking at day 2), although the range of sizes increased with time (Fig. 4e). Defect clustering was assessed from the distance to the nearest defect and, for both acute and chronic exposure, delaminations became more clustered several days after initial exposure, with the only significant difference occurring one day after exposure (Fig. 4f).

### Bulk RNA-sequencing highlights upregulation of inflammatory pathways following oxidative stress

Having characterized the structural changes that lead to loss of barrier function, we next assessed gene expression to identify other aspects of BBB function altered by oxidative stress. To simultaneously verify barrier function via TEER measurements (Additional file 1: Fig. S6a), and to collect enough nucleic acid material for sequencing, 3D exposure conditions were matched in 2D Transwell conditions and 3D iBMEC microvessels were utilized to validate and visualize oxidative stress responses found in transcriptomic results. iBMECs were seeded in the presence of ROCK inhibitor onto transwells and treated with either control medium, medium supplemented with 100 µM H_2_O_2_, or medium supplemented with 500 µM H_2_O_2_ which was then replaced with control medium after one hour (matching 3D conditions explored in Figs. 3 and 4). RNA was collected immediately after acute exposure, four days after acute exposure, and seven days after chronic exposure. 

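The RNA came from iBMECs of isogenic WTC-derived iPSC lines of the Allen Cell Collection, which the labels name ZO1 and RFP. Immediate early genes such as FOS, chaperones such as HSPA1A and junction genes such as CDH5 and TJP1 were all counted in it. The 24 libraries form 6 groups of 4, each a pool across 2 technical replicates of 1 of 4 independent differentiations. Cells given 500 µM H2O2 for 1 h were collected on day 0 or on day 4, and cells given 100 µM H2O2 on day 7. Vehicle cells were collected on each of these days, so each exposure has vehicle libraries of its own. The smallest library holds 31716331 counted read ends, the median library 39471619 and the largest 77500027, over 24536 genes with at least 1 count. Each gene was tested in edgeR with the replicate number as a block, so that a treated library is compared with the vehicle library of the same number. The p values were adjusted over all genes tested. In simulated data of the same size this test called 38 of 49 genes changed 1.5-fold on day 0, 28 of 48 on day 4 and 35 of 50 on day 7. Groups of genes (for example 28 tested immediate early genes on day 0) were 33 lists written before the deposited data were examined. They came from textbook knowledge and from gene names in the paper, so lists with such names are not fully independent of these libraries. Each list was tested against all other genes with camera at a preset correlation of 0.01 between members. When camera estimates that correlation from these libraries, no list passes in any comparison of groups, and of the differences between exposures only the immediate early genes and the heat shock proteins pass. That setting also takes its degrees of freedom from the few libraries of a fit and so has little power. A list that fails it is therefore not shown to be unchanged. Values after ± are SD over n = 4 libraries in CPM (counts scaled to the TMM-normalized library size), and SE belongs to the log2 fold change before it.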

In all cases, RNA from control monolayers was collected at identical timepoints for paired comparisons. 

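Vehicle monolayers lost stem cell and cell division transcripts over the days in culture. LIN28A, whose product binds RNA in pluripotent stem cells, fell from 735 ± 106 CPM on day 0 to 71.0 ± 10.2 CPM on day 4 (n = 4). Its log2 fold change was -3.37 (SE 0.0825, adjusted p = 2.53e-05), lower in 4 of 4 pairs. Of 11 tested pluripotency markers, 10 fell by day 4 (11 adjusted over the list alone) with a median of -1.47, and adjusted p = 1.62e-14 or 0.211 with an estimated correlation. Of 30 mitosis genes, 26 fell by day 4 (28 over the list alone, median -0.88) and 30 by day 7 (30 over the list alone, median -1.19). The list had adjusted p = 1.60e-06 and 4.38e-18, or 0.708 and 0.581 with an estimated correlation. CDH5, the gene of the endothelial junction protein VE-cadherin, fell by 2.80 on the log2 scale by day 4 (SE 0.463, adjusted p = 0.00377). By day 7 CDH5 had fallen from 81.1 ± 49.0 to 1.48 ± 0.441 CPM (log2 fold change -5.64, SE 0.295, adjusted p = 2.78e-05). Of 17 tested endothelial identity genes, 2 rose and 8 fell by day 4 (3 and 8 over the list alone, median -1.02), and the list did not pass (adjusted p = 0.109). APCDD1, an inhibitor of Wnt signaling, rose from 6.85 ± 1.99 to 497 ± 17.3 CPM by day 4 (log2 fold change 6.22, SE 0.163, adjusted p = 2.53e-05). COL6A1, a collagen VI chain, rose by 3.56 (SE 0.136, adjusted p = 4.74e-05). In all, 3522 genes rose and 3564 fell of 16538 from day 0 to day 4 (2311 fell without replicate 4). From day 0 to day 7, 4394 rose and 4802 fell of 16842. From day 4 to day 7, 1004 rose and 790 fell of 16675. These counts are 549 and 379 without the block, 572 and 463 without replicate 3, and 382 and 244 without replicate 4. On rlog values of the 500 most variable genes, the first component held 65.8% of the variance and the second 14.8%. Group means on the first were -28.7 ± 5.25 (vehicle) and -29.0 ± 4.96 (acute) on day 0 and 7.36 ± 4.32 and 3.4 ± 5.88 on day 4. On day 7 they were 24.1 ± 0.674 and 22.9 ± 1.18 (chronic). On each day the exposed library lay below the vehicle library of its number in 4 of 4 pairs. On day 4 the values were 2.86 against 5.01, -3.93 against 3.24, 10.4 against 13.1 and 4.27 against 8.09. The Euclidean distance between vehicle libraries of the same number on different days had a median of 77.1 (44.9 to 95.2, n = 12). It was 27.4 (23.2 to 46.4, n = 12) between exposed and vehicle libraries of the same day, and 41.7 (31.6 to 62.6, n = 36) between replicates of 1 group.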

From principal component analysis of the results, we found that maturation time had a larger effect on gene expression than oxidative stress experimental conditions (Fig. 5a). These results indicate that iBMECs in 2D monolayers undergo substantial phenotypic drift that should be addressed in future work.

**Fig. 5:**
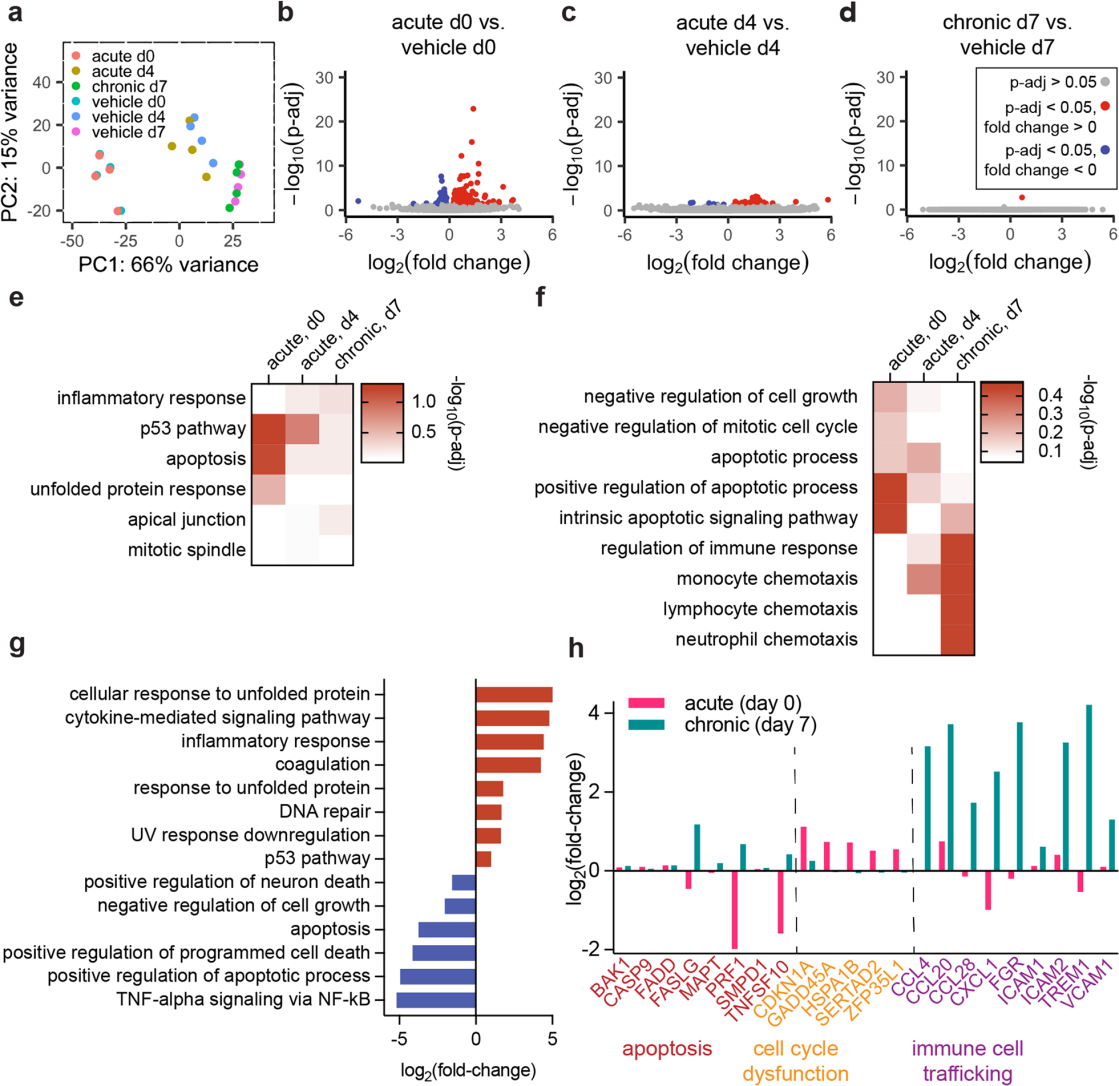
Chronic and acute oxidative stress modulate iBMEC gene expression. **a** Principal component analysis of RNA collected from iBMECs seeded on Transwells in the presence of ROCK inhibitor one hour after acute exposure (d0), four days after acute exposure (d4), and seven days after chronic exposure (d7), and their respective vehicle controls. Each sequencing sample is pooled across two technical replicates for *n* = 4 biological replicates for each condition and time-point. **b–d** Volcano plots of differentially expressed genes in oxidatively stressed samples compared to their respective vehicle controls at days 0, 4, and 7 after exposure. **e**–**f** Heatmaps of adjusted p-value of selected pathways of MSigDB Hallmark Pathway and GO Biological Processes terms, respectively, from genes with log_2_(fold-change) > 3. **g** Fold-change comparison of key pathways from GSEA indicating up- or down-regulation at day 4 after acute exposure vs. hour 1 after acute exposure. Pathways highlighted here were selected by sorting all resultant pathways by combined score (top 10 for MSigDB Hallmark and top 50 for GO Biological Processes). Pathways where one time-point had a combined score of zero were excluded. **h** Comparison of enriched genes, specific to key pathways for functional analysis, showing unique enrichment in acute or chronic oxidative stress profiles

To explore differences between oxidative stress conditions, we identified differentially expressed genes (DEGs) (Fig. 5b–d) and conducted gene set enrichment analysis (GSEA) with all genes with a log_2_(fold-change) > 3 for all experimental conditions (Fig. 5e, f). 

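Few of the genes with a log2 fold change above 3 had enough reads to be tested. FOS and ARC, both immediate early genes, passed on day 0, as did SNORD3A and SNORD3D, near-identical copies of a small nucleolar RNA that can share reads. On day 4 KRT17, an epithelial keratin, rose from 6.5 ± 1.80 to 99.6 ± 121 CPM (n = 4), a log2 fold change of 3.16 (SE 0.559, adjusted p = 0.0177), higher in 4 of 4 pairs. EHF, an epithelial transcription factor, and ZP4, an egg coat glycoprotein gene, also rose there, and these genes apart from FOS and ARC were named after their values were seen. KRT17 does not pass without the block (adjusted p = 0.421), without replicate 3 (0.123) or without replicate 4 (0.102). In a DESeq2 fit with the replicate block, 101 genes lay above 3 on day 0, of which 5 passed the low-count filter and 4 the test (all but LOC101927402). On day 4 there were 103, of which 3 passed both, and on day 7 after chronic exposure 41, of which none passed the filter. The median total over the 8 libraries was 22 counts on day 0, 18 on day 4 and 20 on day 7. On these days 43, 39 and 16 of the genes had no count in the vehicle libraries. For those genes the fold change has no upper bound in the data and rests on the counts of the exposed libraries alone. Without the block the numbers above 3 are 177, 214 and 117. All these fits used the 8 libraries of a comparison. Genes above 3 were not counted in a fit of all 24 libraries, so these numbers need not match the genes the paper entered.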

Immediately after acute exposure we found 175 upregulated and 116 downregulated genes (p-adj < 0.05) compared to the control. 

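Immediate early genes, heat shock chaperones and stress response regulators rose within the hour of exposure. FOS, a subunit of the transcription factor AP-1 (chromosome 14, 75278828 to 75282230 on GRCh38), rose from 7.43 ± 2.25 to 68.4 ± 20.2 CPM (n = 4). Its log2 fold change was 3.14 (SE 0.207, adjusted p = 4.50e-07), higher in 4 of 4 pairs. JUNB, its partner, rose by 1.3 (SE 0.0625) and IER2, an early response regulator, by 0.86 (SE 0.0395), both with adjusted p = 2.81e-08. HSPA1A, an inducible HSP70 chaperone with a near-identical copy (HSPA1B) that can share its reads, rose from 79.9 ± 26.1 to 136 ± 35.2 CPM (log2 fold change 0.78, SE 0.0443). Its co-chaperone DNAJB1 rose from 167 ± 11.7 to 272 ± 36.9 CPM (0.70, SE 0.0396), both with adjusted p = 1.17e-07. Of 22 heat shock genes 11 rose and none fell at acute day 0 (15 and 1 adjusted over the list alone, median 0.14), with adjusted p = 1.84e-14 or 0.111 with an estimated correlation. ATF4, the transcription factor of the integrated stress response, rose by 0.70 (SE 0.0498, adjusted p = 7.57e-07) and PPP1R15A, which ends that response, by 1.08 (SE 0.0719, adjusted p = 4.91e-07). Of 26 unfolded protein response genes 12 rose and 2 fell (13 and 2 over the list alone, median 0.11), with adjusted p = 2.09e-08 or 0.514 with an estimated correlation. The fallen were SEL1L and DNAJC3, named after their values were seen. DDIT4, an inhibitor of mTORC1, rose from 137 ± 35.8 to 444 ± 177 CPM (log2 fold change 1.65, SE 0.111, adjusted p = 4.98e-07). Of 22 hypoxia and glycolysis genes 10 rose and none fell (12 and 1 over the list alone, median 0.20), with adjusted p = 7.92e-08 or 0.514 with an estimated correlation. SERTAD1, a cofactor of E2F, rose by 1.38 (SE 0.0797, adjusted p = 1.21e-07). Falls were smaller: JMJD1C, a member of the histone demethylase family, fell by 0.58 (SE 0.0448, adjusted p = 1.84e-06). NR2F2, the nuclear receptor COUP-TFII, fell by 0.39 (SE 0.0327, adjusted p = 3.26e-06) and AHNAK, a giant scaffold protein, by 0.36 (SE 0.0325, adjusted p = 6.41e-06). The fallen genes are often long: the median log2 fold change runs from 0.11 in the shortest 10% of genes to -0.15 in the longest 10%, in all 4 pairs. Of the 1669 genes in the longest 10%, 622 fell. Together 1271 genes rose (median 0.27) and 1569 fell (median -0.21) of 16687. Without the block edgeR calls only FOS and SERTAD1 (both adjusted p = 0.0125), against 703 up and 604 down at an unadjusted p under 0.05. DESeq2 calls 130 and 77 without it and 936 and 1581 with it. The counts are 718 and 969 without replicate 1 and 653 and 895 without replicate 3.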

Four days after acute exposure, the number of upregulated and downregulated DEGs decreased to 39 and 6, respectively. 

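Among the genes that rose by day 4 after acute exposure were MGLL, PTGES, OXTR and TIMP3. MGLL, a lipase that frees arachidonic acid from endocannabinoids, rose from 3.65 ± 1.37 to 11.9 ± 5.55 CPM (n = 4). Its log2 fold change was 1.68 (SE 0.113, adjusted p = 0.00222), higher in 4 of 4 pairs. PTGES, a prostaglandin E synthase, rose by 1.38 (SE 0.0992, adjusted p = 0.00222) and OXTR, the oxytocin receptor, from 19.8 ± 3.01 to 51.3 ± 7.14 CPM (log2 fold change 1.37, SE 0.12, adjusted p = 0.00461). TIMP3, an inhibitor of metalloproteinases, rose from 287 ± 42.1 to 664 ± 251 CPM (1.15, SE 0.101, adjusted p = 0.00461), and the MAP kinase phosphatase gene DUSP10 by 1.47 (SE 0.136, adjusted p = 0.00477). F3, the tissue factor that starts coagulation (chromosome 1, 94529173 to 94541759), rose by 1.09 (SE 0.0998, adjusted p = 0.00464) and THBS1, thrombospondin, by 1.04 (SE 0.118, adjusted p = 0.00719). Of 16 coagulation and fibrinolysis genes 4 rose and none fell (6 adjusted over the list alone, median 0.24), with adjusted p = 3.74e-06 or 0.308 with an estimated correlation. The others were TFPI and PLAU, named after their values were seen. Of 6 metallothioneins 4 rose (6 over the list alone, median 1.15), namely MT1H, MT1X, MT1E and MT1G, with adjusted p = 6.32e-06 or 0.308 with an estimated correlation. GUCY1A2, a subunit of the nitric oxide receptor, fell by 1.09 (SE 0.0756, adjusted p = 0.00222) and PTN, the growth factor pleiotrophin, by 0.65 (SE 0.0627, adjusted p = 0.00495). In all 770 genes rose (median 0.58) and 463 fell (median -0.49) of 16422. Of the day 0 genes, 105 had also risen on day 4 (60.4 would be shared by independent sets) and 56 had fallen on both days (44.2). Another 143 had changed in opposite directions, for which the number from independent sets was not computed. Without the block edgeR calls none, against 1024 up and 561 down at an unadjusted p under 0.05. DESeq2 calls 194 and 26 without it and 1108 and 735 with it. Without replicate 3 edgeR calls 7 up and 4 down, without replicate 2 it calls 529 and 298. Without replicate 4 it calls none (1648 and 1337 at an unadjusted p under 0.05), and MGLL and PTGES then have adjusted p = 0.0655.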

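After 7 days of chronic exposure ODC1 and ARRDC3 rose and MUC16 and MUC4 fell. ODC1, ornithine decarboxylase, which makes polyamines (chromosome 2, 10439968 to 10448327), rose from 56.3 ± 17.6 to 75.6 ± 21.9 CPM (n = 4), a log2 fold change of 0.43 (SE 0.0503). ARRDC3, an arrestin that sorts surface receptors (chromosome 5, 91368631 to 91383317), rose from 14.5 ± 1.05 to 23.2 ± 3.05 CPM (0.68, SE 0.0817). MUC16 and MUC4, mucins of the apical surface, fell from 311 ± 99.6 to 175 ± 77.6 CPM (-0.90, SE 0.106) and from 26.3 ± 9.10 to 17.3 ± 5.67 CPM (-0.60, SE 0.0723). Each of these 4 genes changed the same way in 4 of 4 pairs, with adjusted p = 0.0303, and no other of 16750 genes passed. At an unadjusted p under 0.05 there were 676 up and 870 down, where 837.5 in all would be found by chance. Of the 8 splits that part every pair, another than the real one gave 8 genes in place of these 4. Genes of the longest 10%, among them MUC16 and MUC4, had a median log2 fold change of -0.07, below 0 in 4 of 4 pairs. With the length trend removed 2 genes rise and none falls. The call rests on the pairing: without the block edgeR finds none (66 up and 184 down at an unadjusted p under 0.05). DESeq2 finds 1 without it (ARRDC3) and 11 up and 62 down with it. It also rests on each pair, since no gene passes without replicate 1 (adjusted p = 0.24 for all 4) or without replicate 4 (0.0693 to 0.153). Only MUC16 (0.0376) among these 4 passes without replicate 2, and MUC16 and MUC4 (both 0.0455) without replicate 3. No member of any list passed the test on day 7, though camera called 10 lists with all members together. The 4 tested metallothioneins moved most (3 up adjusted over the list alone, median 0.86), with adjusted p = 0.000553, 0.071 without replicate 2 at chronic day 7, and adjusted p = 0.642 with an estimated correlation. NRF2 targets (none up over the list alone, median 0.10) and unfolded protein response genes (none, median 0.08) shared adjusted p = 0.00208, and both had adjusted p = 0.642 with an estimated correlation. Hypoxia and glycolysis genes (none, median 0.09) had adjusted p = 0.024, 0.413 without replicate 3, 0.0557 without replicate 4, and adjusted p = 0.661 with an estimated correlation.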

Interestingly, seven days after chronic exposure, there was only one upregulated gene compared to control. The fold-change of key genes related to the highlighted pathways reflected these patterns: generally, genes related to BBB identity and function were downregulated, while genes related to inflammation, protein breakdown, and immune cell adhesion were upregulated (Additional file 1: Fig. S6b). 

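In this panel COL4A1, ICAM1 and MMP9 rose on day 4 and CDH5 fell. COL4A1, a collagen IV chain of the basement membrane, fell from 508 ± 222 to 436 ± 190 CPM on day 0 (n = 4), a log2 fold change of -0.22 (SE 0.0373, adjusted p = 0.000896). It rose from 555 ± 132 to 1012 ± 482 CPM on day 4 (0.76, SE 0.132, adjusted p = 0.0168). TJP1, the tight junction scaffold ZO-1, fell by 0.22 on day 0 (SE 0.0398, adjusted p = 0.00147), lower in 4 of 4 pairs. On day 4 ICAM1, the leukocyte adhesion receptor, rose from 3.87 ± 1.63 to 10.5 ± 8.34 CPM (1.24, SE 0.243, adjusted p = 0.0235). The gelatinase gene MMP9 rose from 15.5 ± 3.16 to 91.3 ± 72.9 CPM (2.13, SE 0.523, adjusted p = 0.0461), higher in 3 of 4 pairs. CDH5 fell on day 4 by 0.45 (SE 0.112, adjusted p = 0.0475). Without replicate 2 MMP9 has adjusted p = 0.0735, and without replicate 1 CDH5 has 0.0692. These 4 genes have adjusted p = 0.108 to 0.23 without replicate 3, 0.102 to 0.193 without replicate 4, and 0.421 to 0.893 without the block, where COL4A1 and TJP1 on day 0 have 1.00 and 0.482. VCAM1 (1.08, adjusted p = 0.0945), TNF (1.72, 0.0818), MMP2 (0.48, 0.0692) and LAMA4, a laminin chain (-0.33, 0.51), did not pass on day 4, and MMP9 did not on day 7 (0.81, adjusted p = 0.348, but 0.0376 without replicate 2 and 0.0209 without the low-count filter). TNF had too few counts to be tested on day 7 (38 against 2), and DESeq2 on all libraries without the block gives it 3.85 there (adjusted p = 1), a value chosen after seeing the data. Of the panel's 11 genes, 9 could be tested on day 0, 10 on day 4 and 9 on day 7, with 3, 8 and 5 above 0. PECAM1 had too few counts on day 0 (13 against 13 in the vehicle). The paper calls them key genes related to pathways highlighted in the same data, so their direction is not independent evidence. Among 21 basement membrane genes 10 fell on day 0 (10 adjusted over the list alone, median -0.14), with adjusted p = 0.000114 or 0.296 with an estimated correlation. On day 4, 7 rose (8 over the list alone, median 0.28), with adjusted p = 1.40e-06 or 0.308 with an estimated correlation. Without the block the day 0 value is 0.0538 at acute day 0, and after removal of the trend with gene length 1 of these genes rises and 1 falls (adjusted p = 0.61). Among 15 matrix proteinases and inhibitors 7 rose on day 4 and MMP11 and MMP15 fell (10 and 2 over the list alone, median 0.48), with adjusted p = 7.77e-06 or 0.308 with an estimated correlation. The tight junction list did not pass on any day (adjusted p = 0.777, 0.913 and 0.904). It had 5 up and 5 down of 21 on day 0 (5 and 6 over the list alone), 1 and 3 on day 4 (3 and 3) and none on day 7. After removal of the trend with gene length 2 of its genes rise and 1 falls on day 0. The endothelial identity list did not pass either (adjusted p = 0.83, 0.699 and 0.378). None of its 18 genes passed on day 0 (none over the list alone), LMO2 was up and CDH5 down of 17 on day 4 (2 and 2 over the list alone), and none of 18 passed on day 7 (2 up).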

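A few transporters changed 4 days after the acute exposure. ABCC4 and ABCC1, efflux pumps of the MRP family, rose by 0.84 (SE 0.146, adjusted p = 0.0168) and 0.27 (SE 0.0495, adjusted p = 0.0192) on the log2 scale (n = 4), higher in 4 of 4 pairs. CAV1, the caveolar coat protein, rose from 60.6 ± 24.0 to 113 ± 69.9 CPM (0.81, SE 0.104, adjusted p = 0.00857). SLC2A1, the glucose transporter GLUT1 (chromosome 1, 42925353 to 42958868), fell from 831 ± 161 to 602 ± 153 CPM (-0.48, SE 0.079, adjusted p = 0.0151). INSR, the insulin receptor, fell by 0.19 on day 0 (SE 0.0556, adjusted p = 0.0272), which does not hold without replicate 1 (0.135), 3 (0.133) or 4 (0.0515) or without the block (0.83). The day 4 changes of ABCC4, ABCC1, CAV1 and SLC2A1 have adjusted p = 0.0816 to 0.118 without replicate 3, 0.0718 to 0.103 without replicate 4 and 0.506 to 0.569 without the block. ABCB1, the gene of P-glycoprotein, did not pass on any day (-0.33, 0.20 and 0.09, with adjusted p = 0.439, 0.784 and 0.955). Of the panel's 13 genes 12 could be tested at each time and all 12 had a log2 fold change between -1 and 1. They ran from -0.40 to 0.16 on day 0, -0.48 to 0.84 on day 4 and -0.48 to 0.22 on day 7. No gene passed on day 7, where ABCC2 changed most (adjusted p = 0.588). ABCC3 had too few counts to be tested, with 18 in the exposed and none in the vehicle libraries on day 4, and 53 against 49 on day 0. DESeq2 on all libraries without the block gives it 4.76 on day 4 (adjusted p = 0.245), a value chosen after seeing the data and not bounded above. In a list of 21 transport genes, 2 rose and 2 fell on day 0 (2 and 3 adjusted over the list alone, adjusted p = 0.83), namely SLC3A2, LDLR, LRP1 and INSR. After removal of the trend with gene length 2 rise and none falls on day 0 (adjusted p = 0.61). None changed on day 7 (none over the list alone, adjusted p = 0.578). At acute day 4 the amino acid transporter genes SLC7A5 and SLC3A2 rose beside CAV1, ABCC4 and ABCC1, and SLC2A1 fell (6 and 1 over the list alone, median 0.14). The list had adjusted p = 0.0085, 0.0545 without the block, and adjusted p = 0.308 with an estimated correlation.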

Selected genes associated with active barrier transport (such as efflux pumps and receptor-mediated endocytosis proteins) were also assessed (Additional file 1: Fig. S6c) and most transporters showed changes in expression levels of log_2_(fold-change) < 1.

The top upregulated molecular pathways across all oxidative stress exposures from MSigDB Hallmark (Fig. 5e, Additional file 1: Fig. S6d) and GO Biological Processes families (Fig. 5f, Additional file 1: Fig. S6e) were predominantly associated with inflammation and survival, including shared enriched pathways in both exposure schemes related to programmed cell death (MSigDB: Apoptosis, GO: 0006915, 0043065, 0097193, 0070059, 1902043, 0043281, 0001844, 0043068), p53 pathways (MSigDB: p53 Pathway), and specific inflammatory pathways, including tumor necrosis factor and subsequent NF-κB signaling (MSigDB: TNF-alpha Signaling via NF-kB, GO: 0071346), which provide important targets for designing assays of these cytokine pathways during BBB dysfunction. Additionally, key oxidative stress response genes, particularly glutaredoxins and glutathione peroxidases, stress fiber formation genes, and key Intermediate-Early Genes (IEGs) are upregulated among all oxidative stress conditions (Additional file 1: Figs. S7, S8c). 

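Targets of p53 rose in both acute groups, and TNF and NF-kB targets most on day 4. CDKN1A, the p53 target that encodes p21, rose from 109 ± 24.1 to 240 ± 82.5 CPM on day 0 (n = 4), a log2 fold change of 1.11 (SE 0.114, adjusted p = 2.17e-05). On day 4 it rose from 102 ± 21.8 to 235 ± 91.6 CPM (1.16, SE 0.157, adjusted p = 0.00951). Of 30 p53 targets 14 rose and 1, ZMAT3, fell on day 0 (15 and 2 adjusted over the list alone, median 0.14), with adjusted p = 2.19e-11 or 0.452 with an estimated correlation. On day 4, 17 rose and none fell (23 and 1 over the list alone, median 0.53), with adjusted p = 2.31e-18 or 0.308 with an estimated correlation. After chronic exposure no p53 target passed (none over the list alone, median 0.09), and at chronic day 7 the list had adjusted p = 0.00232, 0.193 without replicate 3, and adjusted p = 0.642 with an estimated correlation. Of 33 apoptosis genes 6 rose and 3 fell on day 0 (6 and 3 over the list alone, median 0.08), with adjusted p = 0.022 or 0.452 with an estimated correlation. On day 4, 9 rose and 1 fell (13 and 2 over the list alone, median 0.10), with adjusted p = 0.000559 or 0.42 with an estimated correlation. BMF, a BH3-only killer, fell on both days, with APAF1 and BCL2 on day 0, while PMAIP1, BBC3 and BAX, targets of p53, rose on both. At acute day 0 the apoptosis list has 0.0923 without the block and 0.0702 without replicate 1. At chronic day 7 no member passed (median 0.08), and the list had adjusted p = 0.0446, 0.123 without the block, 0.22 without replicate 3, 0.0769 without replicate 4, and adjusted p = 0.642 with an estimated correlation. NFKB2, a precursor of NF-kB, rose on day 4 from 53.4 ± 12.1 to 81.1 ± 25.5 CPM (0.58, SE 0.0718, adjusted p = 0.00822). Of 20 TNF and NF-kB targets PTGS2, LIF, IRF1, NFKBIE and NFKB2 rose on day 0 (5 over the list alone, median 0.11), with adjusted p = 0.0214 or 0.534 with an estimated correlation. On day 4, 6 of 21 rose (13 over the list alone, median 0.58), with adjusted p = 1.43e-09 or 0.308 with an estimated correlation. The day 0 value becomes 0.0994 without the block and 0.0783 without replicate 1. On day 7 no target passed (1 over the list alone, median 0.02, adjusted p = 0.0446, 0.156 without the block, 0.887 without replicate 3, and adjusted p = 0.642 with an estimated correlation). On day 4 the members of the p53, TNF and stress fiber lists that rose stand higher in pair 2 (median log2 ratio 1.20) than in pairs 1, 3 and 4 (0.36, 0.58 and 0.53). CDKN1A and NFKB2 on day 4 have adjusted p = 0.0745 without replicate 3, 0.0706 and 0.0752 without replicate 4 and 0.421 and 0.468 without the block. CDKN1A on day 0 has 0.227 without the block.

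**Figure D1:**
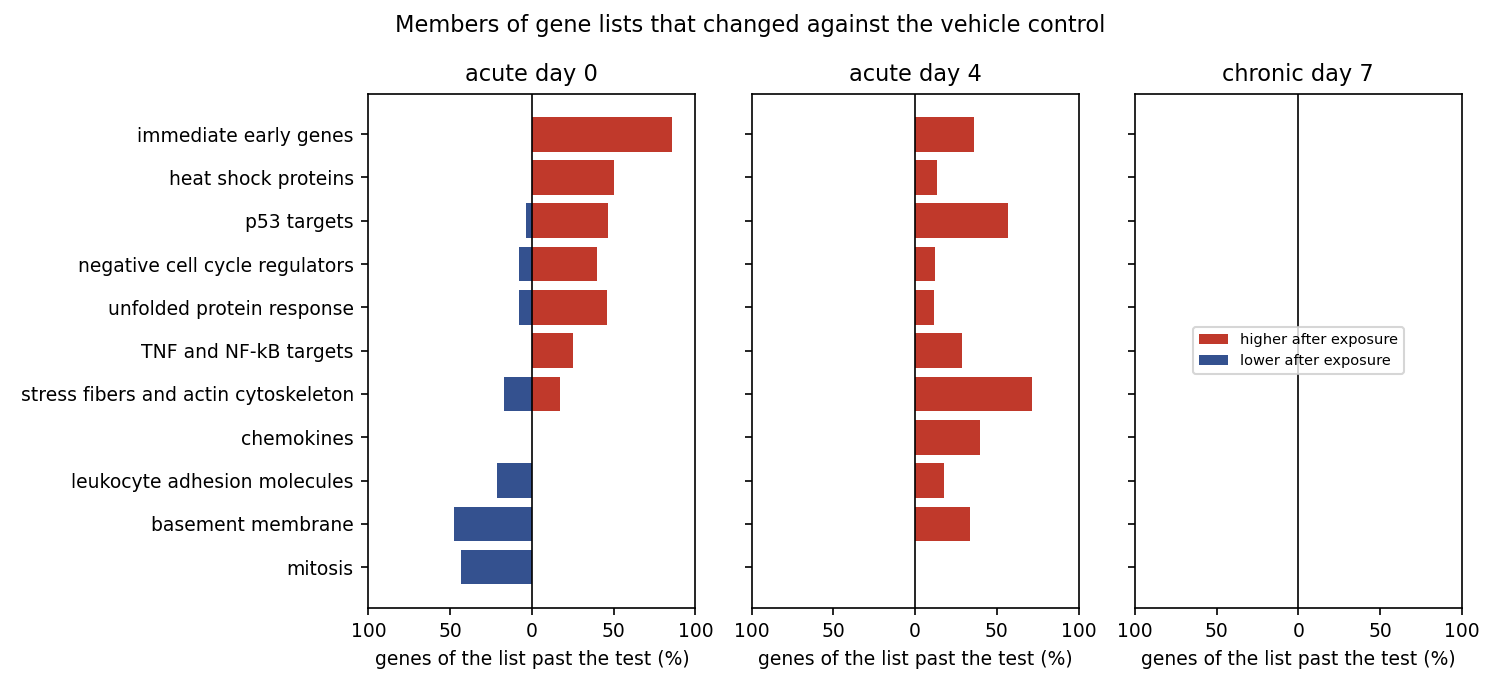
Percent of the tested members of gene lists that rose or fell past the test on day 0 and day 4 after acute exposure and on day 7 of chronic exposure.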

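Stress fiber genes rose on day 4 after acute exposure, and on day 0 as many of them rose as fell. MYL9, a myosin light chain of contractile fibers, rose on day 4 from 258 ± 83.7 to 526 ± 204 CPM (n = 4). Its log2 fold change was 0.98 (SE 0.128, adjusted p = 0.00857), higher in 4 of 4 pairs. ACTA1, a muscle actin named after its value was seen, rose from 6.01 ± 1.23 to 45.7 ± 40.3 CPM (2.56, SE 0.378, adjusted p = 0.0124). MYL9 and ACTA1 have adjusted p = 0.0766 and 0.0945 without replicate 3, 0.0752 and 0.0807 without replicate 4, and 0.443 and 0.421 without the block. Of 35 stress fiber and actin genes 25 rose and none fell on day 4 (32 adjusted over the list alone, median 0.48), with adjusted p = 1.07e-25 or 0.308 with an estimated correlation. On day 0, 6 rose and 6 fell (6 and 7 over the list alone, median -0.01, adjusted p = 0.83), MYL12A and ACTG1 among the risen and MYH10 and FLNA among the fallen. After removal of the trend with gene length 2 rise and 3 fall on day 0 (adjusted p = 0.646). On day 7 none passed (none over the list alone, median 0.11). At chronic day 7 the list had adjusted p = 0.0303, 0.146 without the block, 0.12 without replicate 3 (direction reversed), 0.0757 without replicate 4, and adjusted p = 0.889 with an estimated correlation. Immediate early genes rose on both days after acute exposure. On day 0, 24 of 28 rose (26 up and 1 down over the list alone, median 1.06), with adjusted p = 3.10e-68 or 0.111 with an estimated correlation. On day 4, 9 of 25 rose (15 over the list alone, median 0.51), with adjusted p = 1.68e-09 or 0.357 with an estimated correlation. The 9 include ATF3 and EGR1, early transcription factors, and CCN1 and CCN2, secreted matrix proteins. On day 7 none of 25 passed (none over the list alone, median 0.11, adjusted p = 0.0554). Of 10 glutaredoxins and glutathione peroxidases GPX1 and GPX4 rose and GPX8 fell on day 0 (4 and 1 over the list alone, median 0.12, adjusted p = 0.166). After removal of the trend with gene length none of them rises and 1 falls on day 0 (adjusted p = 0.923). On day 4 GLRX rose alone (5 over the list alone, median 0.18), and at acute day 4 the list had adjusted p = 0.0331, 0.0798 without replicate 2, and adjusted p = 0.308 with an estimated correlation. On day 7 none passed (none over the list alone, median 0.08, adjusted p = 0.0531), and the genes of these lists other than MYL9 were named after their values were seen.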

Enriched pathways unique to acute oxidative stress included multiple gene sets associated with negative regulation of homeostatic processes and cell cycle arrest (GO: 0032845, 0045926, 0030308, 0045930). 

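Brakes on the cell cycle rose on day 0 and mitosis genes fell. GADD45A, a stress sensor that arrests the cycle, rose from 72.4 ± 10.2 to 121 ± 18.5 CPM (n = 4). Its log2 fold change was 0.74 (SE 0.0484, adjusted p = 4.50e-07). Its relative GADD45B rose by 1.3 (SE 0.107, adjusted p = 3.28e-06), each higher in 4 of 4 pairs. TOB1 and BTG2, antiproliferative proteins that bind the mRNA deadenylase, rose by 0.82 (SE 0.0557, adjusted p = 5.61e-07) and 0.59 (SE 0.0438, adjusted p = 1.15e-06). CENPF, a kinetochore protein, fell from 260 ± 55.3 to 209 ± 44.4 CPM (-0.32, SE 0.0332, adjusted p = 2.48e-05). Without the block GADD45A, GADD45B, TOB1 and BTG2 have adjusted p = 0.173 to 0.356 and CENPF has 0.80. Of 25 negative cell cycle regulators 10 rose and 2 fell, the checkpoint kinase genes ATM and ATR (12 and 3 adjusted over the list alone, median 0.11), with adjusted p = 3.36e-09 or 0.187 with an estimated correlation. Of 30 mitosis genes none rose and 13 fell (15 over the list alone, median -0.11), with adjusted p = 6.16e-06 or 0.539 with an estimated correlation. In that list 17 fall after removal of the trend with gene length. On day 4 SFN, the 14-3-3 protein that holds cells before mitosis, rose from 51.8 ± 17.7 to 133 ± 74.9 CPM (1.22, SE 0.161, adjusted p = 0.00891). CDKN1A and CDKN2B rose with it among the 25 (4 over the list alone, median 0.11), with adjusted p = 0.00153 or 0.308 with an estimated correlation. SFN has 0.0874 without replicate 3, 0.0765 without replicate 4 and 0.443 without the block. No mitosis gene passed on day 4 (none over the list alone, median -0.13). At acute day 4 the list had adjusted p = 0.0129, 0.424 without replicate 2, 0.148 without replicate 3, 0.0545 without the block, and adjusted p = 0.714 with an estimated correlation. After chronic exposure neither list passed, with 0.59 for the regulators (none over the list alone, median 0.01) and 0.232 for mitosis (1 down over the list alone). ATM, ATR and CDKN2B were named after their values were seen.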

Enriched pathways unique to chronic oxidative stress involved immune cell attraction and adhesion (GO: 0050776, 0060099, 0050764, 0050855, 0043304, 0002548, 0048247, 0070098, 0030593, 2000403, 0051133). Both general families of upregulated pathways provide insight into functional changes that were further studied in our in vitro system.

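No chemokine or adhesion gene passed the test on day 7, and few of the chemokines had counts enough to be tested. CXCL8, the neutrophil chemokine, went from 0.536 ± 0.876 to 2.19 ± 3.26 CPM (n = 4), a log2 fold change of 2.20 (SE 0.454, adjusted p = 0.348), higher in 4 of 4 pairs. Replicate 3 had the most in both groups (6.90 CPM exposed, 1.82 CPM vehicle), and without it CXCL8 had too few counts to be tested. With all replicates but without the low-count filter it passes (adjusted p = 0.0285). Of 7 tested chemokines none passed (1 up adjusted over the list alone, median 0.15). At chronic day 7 the list had adjusted p = 0.0188, 0.185 without the block, 0.545 without replicate 3, 0.0866 without replicate 4, and adjusted p = 0.661 with an estimated correlation. Of 17 leukocyte adhesion molecules none passed (none over the list alone, median 0.05), and the list did not either (adjusted p = 0.474). CCL20, a chemokine of T cells, had 8 counts in the exposed and none in the vehicle libraries, and TREM1, a myeloid receptor, 12 and none. FGR, a leukocyte kinase, had 10 and none and ICAM2 8 and none. For these genes only a lower bound of the ratio exists and none was tested. CCL4 had 28 counts against 2, CXCL1 76 against 10 and CCL28 22 against 7. Of 31 interferon response genes none passed (1 over the list alone, median 0.11), with adjusted p = 0.00868, 0.074 without replicate 2, and adjusted p = 0.642 with an estimated correlation. After acute exposure some immune genes had changed by day 4. CXCL16 and CX3CL1, chemokines tethered to the membrane, rose among 5 tested (3 over the list alone, median 0.83), with adjusted p = 0.00342 or 0.308 with an estimated correlation. MCAM, ICAM1 and CX3CL1 rose among 17 adhesion molecules (8 over the list alone, median 0.37), with adjusted p = 0.00031 or 0.308 with an estimated correlation. TAP1, the peptide transporter of antigen presentation, rose from 16.7 ± 4.61 to 40.9 ± 22.5 CPM (1.20, SE 0.118, adjusted p = 0.00498). It rose with IFI6 (0.88, SE 0.106, adjusted p = 0.00767) and GBP1 among 27 interferon response genes (7 over the list alone, median 0.38), with adjusted p = 1.97e-06 or 0.42 with an estimated correlation. TAP1 and IFI6 have 0.0625 without replicate 3, 0.0655 and 0.0706 without replicate 4, and 0.421 and 0.425 without the block. On day 0 no chemokine of 7 passed (none over the list alone, median -0.01, adjusted p = 0.83). ALCAM, ITGB1 and CD47 fell among 14 adhesion molecules (3 over the list alone, median -0.04, adjusted p = 0.356). CXCL16, CX3CL1, MCAM, GBP1, ALCAM, ITGB1 and CD47 were named after their values were seen.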

Comparison of transcriptomic changes on day four compared to immediately after acute exposure were consistent with observed functional recovery in 2D monolayers two days after exposure to H_2_O_2_ (Fig. 5g). 

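The change of each gene on day 4 minus its change on day 0 was tested in 1 fit of all 24 libraries. FOS had the smaller change on day 4, with a difference of -3.34 on the log2 scale (SE 0.286, adjusted p = 9.24e-06, n = 4 pairs per day). JUN, the other AP-1 subunit, differed by -0.92 (SE 0.2, adjusted p = 0.00688). GADD45A differed by -0.51 (SE 0.102, adjusted p = 0.00431), and COL4A1, which fell and then rose, by 1.00 (SE 0.155, adjusted p = 0.00107). CDKN1A (0.06, adjusted p = 0.901), BAK1, a pore-forming BCL2 relative (0.21, 0.178), and ICAM1 (1.12, 0.0533) did not differ past the test. Without the block FOS passes (adjusted p = 8.83e-06), and COL4A1, GADD45A and JUN do not (0.618, 0.378 and 0.439), while ICAM1 passes without replicate 1 (0.0337). TNF and NF-kB targets lay higher on day 4. TNIP1, NFKB2, RELB, TNFAIP3 and CCL2 of 26 had the larger change and none the smaller (6 and 1 adjusted over the list alone, median 0.51). The list had adjusted p = 0.00747, 0.0527 without replicate 2 in the acute day 4 effect minus acute day 0 effect, and adjusted p = 0.438 with an estimated correlation. Of 34 apoptosis genes APAF1, CASP10, FAS, TNFRSF10A and CASP8 were higher and CASP7 lower (7 and 3 over the list alone, median 0.06), and the list did not pass (adjusted p = 0.209). F3, THBS1, TFPI2, PLAU and TFPI were higher among 19 coagulation genes (7 over the list alone, median 0.28), with adjusted p = 0.00499 or 0.438 with an estimated correlation. Of 39 DNA repair genes 6 were higher, DDB2, ERCC6, PRKDC, XRCC4, XRCC5 and DDB1 (6 and 1 over the list alone, median -0.01), and the list did not pass (adjusted p = 0.873, direction of the test up). Of 35 stress fiber genes 24 were higher (30 over the list alone, median 0.50), with adjusted p = 5.61e-18 or 0.438 with an estimated correlation. Immediate early genes were lower in 8 and higher in 2 of 28, KLF6 and CCN1 (10 and 2 over the list alone, median -0.48), with adjusted p = 3.61e-06 or 0.438 with an estimated correlation. In all 2352 genes differed, 5 without the block, and 1121, 1069 and 1115 without replicates 2, 3 and 4. Members of lists other than F3, THBS1 and NFKB2 were named after their values were seen.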

A fold-change comparison of top MSigDB Hallmark and GO Biological Processes between four days after exposure and one hour after exposure revealed a time-dependent downregulation in many inflammatory and apoptotic pathways (MSigDB: Apoptosis, TNF-alpha Signaling via NF-kB, GO: 0030308, 0043068, 1901216), and upregulation of cellular stress responses, such as DNA repair (MSigDB: DNA Repair) and coagulation (MSigDB: Coagulation). This shift suggests barrier recovery is concurrent with a decrease in inflammatory responses.

GSEA revealed a number of shared pathways between chronic and acute oxidative stress, but to demonstrate the utility of our in vitro models in representing unique modes of dysfunction, we sought pathways that were unique to either exposure profile to pursue in functional assays. 

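FOS, JUN, HSPA1B, GADD45A and SERTAD2 had larger changes right after acute exposure than after chronic exposure. The exposures differed in dose (500 and 100 µM), in time since their start and in culture day, which this contrast cannot separate. FOS differed by -3.22 on the log2 scale (chronic day 7 minus acute day 0, SE 0.283, adjusted p = 3.05e-05, n = 4 pairs each) and JUN by -1.41 (SE 0.2, adjusted p = 0.00174). HSPA1B, an HSP70 chaperone, differed by -0.79 (SE 0.0755, adjusted p = 5.52e-05), GADD45A by -0.75 (SE 0.103, adjusted p = 0.00147) and SERTAD2, a cell cycle cofactor, by -0.53 (SE 0.0908, adjusted p = 0.009). CDKN1A (-0.93, adjusted p = 0.0556) and TJP1 (0.17, 0.216) did not differ past the test. Without the block HSPA1B, JUN, GADD45A and SERTAD2 have adjusted p = 0.865, 0.429, 0.315 and 0.429. SERTAD2 does not pass without replicate 1 (0.0995) or 3 (0.0716), and CDKN1A passes without replicate 2 (0.00791). Of 25 negative cell cycle regulators GADD45B, GADD45A, TOB1, BTG1 and BTG2 were lower (8 adjusted over the list alone, median -0.10), with adjusted p = 0.000132 or 0.0995 with an estimated correlation. Of 34 apoptosis genes PMAIP1 and BBC3 were lower (1 up and 2 down over the list alone, median -0.01, adjusted p = 0.789). No mitosis gene of 30 differed (none over the list alone, median 0.07, adjusted p = 0.125). Of 11 chemokines none differed (none over the list alone, median 0.25, adjusted p = 0.68). Of 17 adhesion molecules none differed (none over the list alone, median 0.13, adjusted p = 0.51). Immediate early genes were lower in 9 of 28 (12 over the list alone, median -0.83), with adjusted p = 5.22e-28. Heat shock genes were lower in 4 of 22, HSPA1B, HSPA1A, DNAJB1 and BAG3 (5 over the list alone, median -0.08), with adjusted p = 7.18e-07. Both lists had adjusted p = 0.0315 with an estimated correlation. Of 30 p53 targets GADD45A, PMAIP1, BBC3 and BTG2 were lower (6 over the list alone, median -0.02). The list had adjusted p = 0.0045, 0.0754 without the block in the chronic day 7 effect minus acute day 0 effect, and adjusted p = 0.934 with an estimated correlation. In all 266 genes differed, 3 without the block, and 41, 148, 43 and 50 without replicates 1, 2, 3 and 4. When the labels were exchanged within pairs 1 of 39 draws gave more (276). BTG1, PMAIP1, BBC3 and BAG3 were named after their values were seen.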

Pathway-level comparisons indicated changes in apoptotic, mitotic, and other cell cycle changes were more prevalent in acute oxidative stress, while upregulation of immune cell chemotaxis and migration was more prevalent in chronic oxidative stress. Additionally, families of associated genes for each pathway more specifically reflect these trends (Fig. 5h).

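The cell cycle genes of this panel rose together on day 0 and most of its immune genes could not be tested. HSPA1B rose from 85.8 ± 22.7 to 143 ± 33.4 CPM on day 0 (n = 4), a log2 fold change of 0.74 (SE 0.0378, adjusted p = 4.20e-08). SERTAD2 rose from 53.9 ± 4.50 to 77.5 ± 12.3 CPM (0.51, SE 0.0669, adjusted p = 0.000141), higher in 4 of 4 pairs. With CDKN1A and GADD45A all 4 cell cycle genes found in the table rose on day 0, only CDKN1A on day 4 and none on day 7, where they lie between -0.05 and 0.16. Without the block HSPA1B has adjusted p = 0.382 and SERTAD2 0.249 on day 0. Of the 8 apoptosis genes 5 could be tested on day 0, where none passed, FADD, the adaptor of death receptors, being highest (0.15, SE 0.0583, adjusted p = 0.0901). BAK1 rose on day 4 by 0.29 (SE 0.0654, adjusted p = 0.0376), with 0.0863 without replicate 2, 0.142 without replicate 3, 0.156 without replicate 4 and 0.468 without the block. On day 7 none of 6 passed, FADD with 0.14 (adjusted p = 0.484) and the death ligand gene TNFSF10 with 0.20 (0.802) among them. Of the 9 immune genes 2 could be tested on day 0, 3 on day 4 and 2 on day 7, and only ICAM1 on day 4 passed. On day 7 ICAM1 went from 6.07 ± 2.82 to 9.32 ± 7.97 CPM (0.42, SE 0.191, adjusted p = 0.543), higher in 4 of 4 pairs, and VCAM1, its relative, had 0.01 (adjusted p = 0.992). TREM1 was tested only on day 0 and day 4 and had -0.45 on day 0 (adjusted p = 0.218). The paper's panel shows enriched genes of the same libraries, so the counts are not independent evidence. From pathway-level comparisons the paper states that apoptotic, mitotic and other cell cycle changes were more prevalent in acute exposure, and upregulation of immune cell chemotaxis and migration in chronic exposure. It took cell turnover and immune cell adhesion to functional assays.

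**Figure D2:**
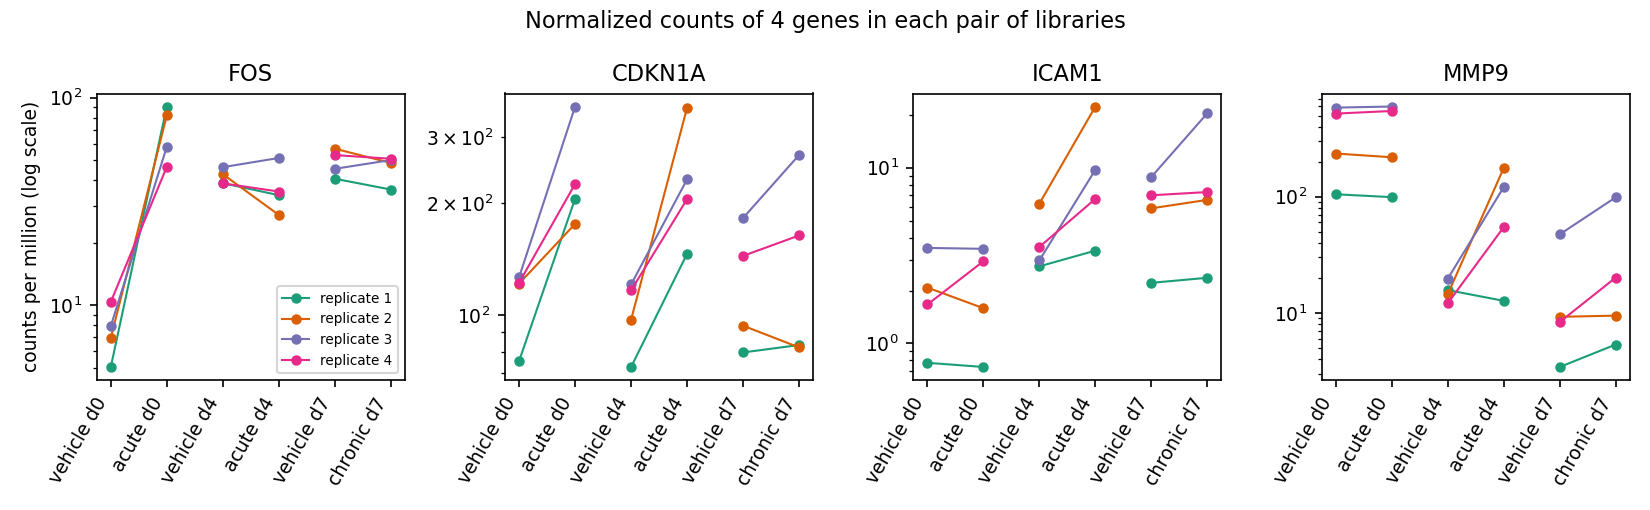
CPM of FOS, CDKN1A, ICAM1 and MMP9 in each exposed library and the vehicle library of the same replicate number, on a log scale.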

### Chronic and acute oxidative stress modulate cell turnover and immune cell adhesion

We validated RNA sequencing studies by measuring cell turnover and immune cell adhesion in iBMEC microvessels exposed to oxidative stress. First, to determine cell turnover, we manually identified mitotic and apoptotic events from phase contrast images collected over one hour, one day after exposure (Fig. 6a). Overall, the rates of mitosis and apoptosis were approximately equal in control microvessels, resulting in a net turnover rate of 0.037% per hour. However, both chronic and acute oxidative stress exposure resulted in negative cell turnover rates (− 0.062% and − 0.083% per hour, and *p = 0.038 and *p* = 0.051, respectively), indicating a net loss of cells over time (Fig. 6b). Although the turnover rates were similar in response to chronic and acute exposure, the origin of these differences was different. Chronic oxidative stress resulted in a similar mitosis rate to control microvessels, but a higher rate of apoptosis (*p = 0.047) (Fig. 6c). In contrast, acute oxidative stress resulted in a lower rate of mitosis (*p = 0.011), but a similar rate of apoptosis compared to controls (Fig. 6d).

**Fig. 6:**
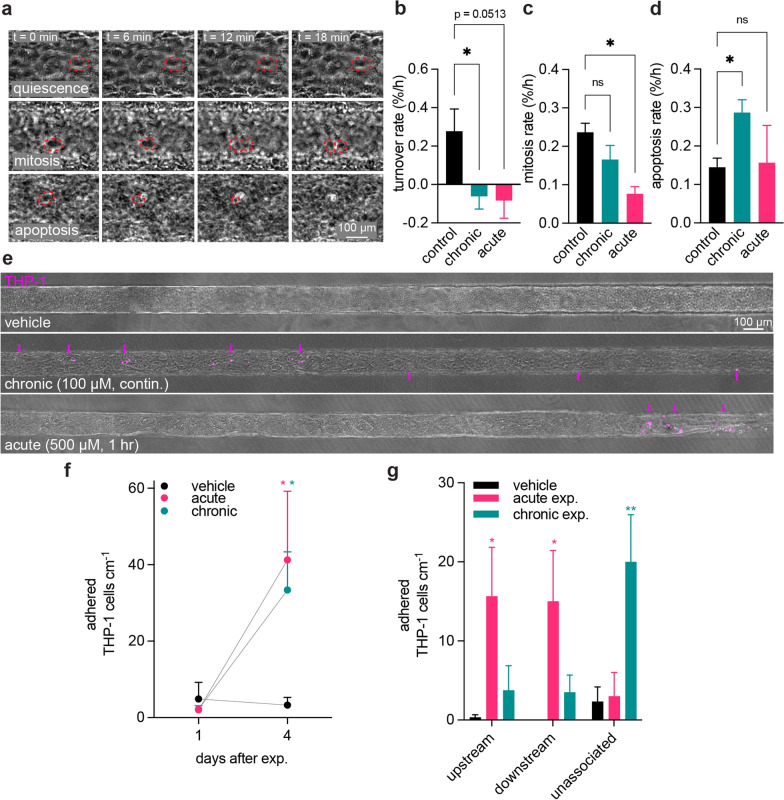
Oxidative stress modulates iBMEC turnover and immune cell adhesion. **a** Representative images of the time course of cell turnover events over an 18-min period. **b–d** Quantification of mitosis rate, apoptosis rate, and turnover, respectively, in response to vehicle, acute oxidative stress, and chronic oxidative stress treatments at day 1 after exposure. *n* = 5 biological replicates for control, *n* = 3 biological replicates for chronic and acute exposure. **e** Representative images of microvessels four days after initial exposure to vehicle, acute, and chronic oxidative stress, where fluorescent THP-1 (magenta) adhesion is indicated by magenta arrows and delaminations are indicated by white arrows. Note that adhered THP-1 cells are completely absent in the vehicle condition. **f** Quantification of adhered THP-1s at days 1 and 4 after initial exposure to oxidative stress. **g** Characterized counts of adherent THP-1 cells according to their distance from a delamination across H_2_O_2_ exposures (up to 150 µm “upstream” of delamination, up to 150 µm “downstream” of delamination, or “unassociated”). Data **f–g** represents *n* = 218 adherent cells across all conditions with *n* = 3 independent microvessels for each condition

Previously published studies of immune cell behavior in vivo and in vitro primary cell culture have demonstrated a link between inflammatory conditions (such as disease or injury) and increased immune cell recruitment, particularly via adhesion molecules including ICAM-1, VCAM-1, and e-selectin [58–60]. Recent studies in iPSC-derived BBB models found that direct induction of inflammatory conditions with key cytokines can promote upregulation of adhesion molecules and interactions with T cells [61]. To further explore immune cell adhesion in the BBB in the context of oxidative stress as indicated by our transcriptomic results, we perfused microvessels with fluorescently-labeled THP-1 cells, a monocyte-like cell line, one or four days following chronic or acute H_2_O_2_ exposure (Fig. 6e). One day following exposure the vehicle control had 4.90 adhered THP-1s cm^−1^, and there were no statistical differences between the number of adherent immune cells across experimental conditions (*p* = 0.958 for acute exposure, *p* = 0.954 for chronic exposure) (Fig. 6f). However, four days after exposure, the number of adherent immune cells increased to 33.4 cm^−1^ under chronic oxidative stress (*p = 0.032) and 41.3 cm^−1^ under acute oxidative stress (*p = 0.012), while control conditions maintained a low level of immune cell adhesion. Although there was no significant difference in the number of adherent immune cells after four days between chronic or acute exposure, the spatial distribution was dependent on the defect type. Adhesion often occurred in the form of clusters, and predominantly upstream of delaminations (Fig. 6e). This was particularly apparent in acute exposure, which tended to result in more delaminations in comparison to chronic exposure.

To quantify this spatial heterogeneity, each adherent THP-1 was categorized based on its upstream or downstream proximity to a delamination (Fig. 6g). THP-1s were defined as proximal if they were within 150 µm “upstream” or “downstream” of the edge of the delamination; and were defined as “unassociated” if they were further than 150 µm from the delamination. Acute exposure resulted in a majority of adherent immune cells associated (either upstream or downstream) with a delamination (*p = 0.035 vs. control for upstream THP-1s, *p = 0.0395 vs. control for downstream THP-1s). On the other hand, chronic exposure resulted in a majority of adherent immune cells unassociated with a delamination (**p = 0.009 vs. control). This quantification of spatial observations indicates potentially different etiologies of immune cell adhesion in response to different oxidative stress exposures. While structural defects and their influence on immune cell residence time during perfusion may dominate in acute oxidative stress, other modalities must influence the increased immune cell adhesion observed in chronic oxidative stress. While it may be hypothesized that adhesion molecule expression may play a role in chronic exposure, immunofluorescence imaging of ICAM-1 and VCAM-1, critical receptors associated with endothelial cell activation that promote immune cell adhesion, four days after exposure to oxidative stress was inconclusive (Additional file 1: Fig. S9). Future detailed analysis of the spatial distribution of activated endothelial cells and the location of adherent immune cells will be necessary to further determine the influence of oxidative stress on this aspect of immune response.

## Discussion

Oxidative stress plays an important role in the progression of brain diseases, including neurodegeneration and traumatic brain injury [8–11]. Sources of ROS that induce oxidative stress are both intrinsic and environmental, and hence BBB dysfunction is at the nexus of disease progression in response to oxidative stress. In the brain, local oxidative stress generated by parenchymal cellular dysfunction or by toxic proteins can induce BBB dysfunction, which can in turn exacerbate neuroinflammation by entry of blood components [27, 62–64]. Systemic ROS resulting from environmental cues can also damage the BBB, leading to vascular dysfunction, the accumulation of toxic proteins, and downstream neuroinflammation [15–18, 24, 25]. While these effects of oxidative stress have been observed globally, many previous studies have been unable to clearly demonstrate the spatiotemporal manifestation of BBB dysfunction under oxidative stress, as most utilize model organisms that limit this resolution or only study continuous exposure to ROS [25, 27, 28]. Thus, to better understand BBB phenotype during oxidative stress exposure, we assessed the response of 2D monolayers and 3D tissue-engineered microvessels to acute and chronic hydrogen peroxide (H_2_O_2_).

H_2_O_2_ is a ROS that is commonly used in experimental studies of oxidative stress, but dosages must be carefully calibrated, as its relative stability allows it to act as a second messenger of redox signaling, typically at very low concentrations (1–10 nM) [65]. At higher concentrations, H_2_O_2_ is oxidized to more reactive forms, typically the hydroxyl radical that initiates DNA, protein, and lipid damage, leading to oxidative stress [66]. This transition from homeostatic to pathological phenotype was previously studied in 2D monolayers of primary rat BMECs, where three distinct regimes were found: low concentrations from 1 nM to 1 µM H_2_O_2_ which resulted in enhanced angiogenesis, concentrations above 100 µM which resulted in increased permeability, and concentrations above 10 mM which resulted in increased apoptosis [29]. Related studies using a bead assay showed that exposure to < 1 mM H_2_O_2_ enhanced angiogenic responses [67]. Our results for iBMECs in 2D are consistent with these thresholds, as in both chronic and acute profiles, the barrier disruptive effects of H_2_O_2_ were concentration-dependent in a range from 100 µM to 10 mM, which is also within the spectrum of physiological to pathological exposure observed in humans [55, 56].

Comparison of the response of iBMEC monolayers in 2D and 3D is complicated by the differences in flow conditions and the influence of ROCK inhibitor. Both effects sensitize endothelial barriers to H_2_O_2_ exposure. ROCK inhibitor has been demonstrated to exert both protective and detrimental effects on endothelial barrier function [68–73]. The key determinant of phenotype is related to the dual effect of ROCK in facilitating tight junction formation and diminishing local barrier function at sites of actomyosin stress fibers [74, 75]. Barrier function in brain microvascular endothelial cells is derived from tight junctions and iBMECs do not exhibit an extensive network of F-actin stress fibers in response to shear stress. However, oxidative stress may promote stress fiber formation, at least in response to acute exposure, and thus ROCK inhibition may sensitize iBMECs to barrier disruption following oxidative stress exposure (Additional file 1: Fig. S8) [76–80]. Following additional experimentation to model acute and chronic oxidative stress schemes while maintaining 3D iBMEC model viability using ROCK inhibitor, the resultant doses (500 µM for acute exposure, 100 µM for chronic exposure) are on the lower end of the range explored in 2D, but remain aligned with the general regimes of dysfunction explored in aforementioned studies [53–56]. Most importantly, our study of acute exposure to oxidative stress highlights the additional dynamics of antioxidant and recovery processes in a dose-dependent manner, incorporating concentration as well as exposure time, which resulted in unique dysfunctional pathways observed in our 3D tissue-engineered BBB model.

In homeostatic conditions, ROS are continuously generated in cells but are regulated by intrinsic antioxidants and scavengers, key among them superoxide dismutase, catalases, and vitamins [2]. These agents remove or neutralize ROS from their targets and it is when these systems are overwhelmed that the state of oxidative stress, or more specifically, oxidative distress, is reached. The capacity for this counter regulation is site-specific to the tissue and cell type, and the brain vasculature is typically more susceptible to oxidative stress damage due to its many unique sources of ROS [26]. These intrinsic regulatory drivers may account for some of the time-dependent recovery that is reflected in TEER measurements. In acute exposure to H_2_O_2_, there is a brief increase in TEER over 2–4 days after initial exposure, which may account for some antioxidant capacity that rebounds after the removal of the initial perturbation. However, there is a long-term effect of the acute exposure that ultimately reduces TEER (< 500 Ω cm^2^), which may indicate the lag time between the activity of the antioxidant systems and molecular accumulation of ROS beyond the initial capacity.

Oxidative stress induced three types of defects in 3D tissue-engineered iBMEC microvessels: delaminations, focal leaks, and combined focal leak/delaminations. In the human BBB, there are three potential downstream effects demonstrated by these defects: (1) loss of cell–cell junctions, (2) loss of BMEC adhesion to basement membrane, and (3) cell loss due to cytotoxicity. Junctional disruption results in the loss of paracellular barrier function and the leakage of blood components that can contribute to neuroinflammation in brain disease. In the microvessel model, the presence of transient focal leaks identified sites of local junction disruption. In contrast, loss of BMEC adhesion results in small regions of vascular delamination. These delaminations may lead to disrupted local flow patterns that can additionally affect endothelial function, and this downstream effect may be independent or in combination with loss of cell–cell junctions [81]. Lastly, H_2_O_2_ results in cytotoxicity when the dose approaches the limit of complete cell viability in the system—resulting in the most susceptible cells undergoing cell death. In the absence of a wound healing response from the surrounding cells, the loss will similarly result in transient focal leaks [82]. However, further increases in dose will affect a greater population of endothelial cells (as susceptible cells are expected to be randomly distributed, these defects should also be accordingly distributed) that allows cell loss to propagate, forming larger defects.

While all defect types were observed during both acute and chronic oxidative stress, combined focal leak/delaminations were most prevalent under acute conditions. Acute oxidative stress profiles are associated with primary injuries such as traumatic brain injuries or reperfusion following ischemia, which can result in more significant vascular rarefaction [83, 84], of which a primary event can be significant cell loss and inflammation, analogous to the combined focal leak/delaminations reported here. On the other hand, chronic oxidative stress profiles are associated with neurodegenerative diseases that present clinically following accumulation of various sites of damage, typically at the cellular level [85–88]. This difference in defect types observed here emphasizes unique pathways of dysfunction between chronic and acute exposure to oxidative stress, which was supported by bulk RNA-sequencing analysis, followed by functional and protein-level confirmation. Cell turnover is similarly impacted by acute and chronic oxidative stress, but primarily driven by negative regulation of mitosis in acute conditions and by increases in apoptosis in chronic conditions. Immune cell adhesion is increased in both conditions; however, in response to acute oxidative stress, immune cells were more likely to adhere near structural defects, while in response to chronic oxidative stress, most of the adherent immune cells were unassociated with visible defects. This may indicate that the mechanisms for increased immune cell adhesion are different in acute and chronic oxidative stress exposure, and depend on the predominant type of structural defect—acute exposure may initiate increased immune cell adhesion due to changes in fluid dynamics surrounding delaminated defects, while chronic exposure may rely on other etiologies, e.g., adhesion molecule expression. By analogy, plaque build-up is associated with disrupted flow patterns at bifurcations and junctions [89, 90]. Future work in quantifying flow patterns and spatially specific protein-level assessment will be necessary to support this hypothesis, as the local nature of structural defects indicates that global changes may not reflect the true, heterogeneous nature of BBB dysfunction.

Tissue-engineered models of the BBB enable independent control of biological variables, which is important in understanding the systemic, blood-derived impact of oxidative stress in the progression of brain disease and injury. The additional contributions of local, tissue-derived oxidative stress, for example in response to aging or plaque formation in neurodegenerative disease, could be multiplexed with this model in future work to better understand the combined effects of blood- and brain-derived oxidative stress on the BBB. Since co-culture with other cell types and matrix stiffness can alter the characteristics of iBMEC microvessels, we hypothesize that these engineering design choices could also augment the response to oxidative stress (91, 92), which could be explored in future work. Our continued understanding of structural and biological changes to the BBB, which is closely linked with severe disease, will also allow investigation of strategies for recovery or prevention of these changes, with the goal of improving clinical outcomes.

## Conclusions

To match the dynamic nature of oxidant exposure mediated by the BBB during injury and disease, we studied both chronic and acute exposure to H_2_O_2_ and their effect on barrier function and pathological cell processes. The influence of concentration and exposure time highlighted the dose-dependent nature of the response of iBMEC monolayers to oxidative stress. The application of these oxidative stress profiles in 3D microvessel models highlighted the localization of barrier disruption, resulting in distinct, discrete defect categories (focal leaks, delaminations, and combination focal leak/delaminations) with unique distributions based on oxidative stress dose. These were similarly linked to other functional changes under oxidative stress that are unique to each profile, particularly in cell turnover and immune cell adhesion. These functional differences emphasize the importance of appropriate dynamic modeling in the study of disease state or injury. Detailed understanding of the local changes to BBB function under oxidative stress, or other stressors associated with neurodegenerative disease and injury, is key to mapping the multiple etiologies of disease symptomology and designing appropriate interventions to improve outcomes after diagnosis or trauma.

## Supplementary Information

**Additional file 1:** **Figure S1. **Longevity of hydrogen peroxide in cell culture media. **Figure S2. **TEER, cell counts and ROS visualization. **Figure S3. **Dissolved oxygen levels in iBMEC microvessel perfusates. **Figure S4.** Dependence of sensitivity to oxidative stress on baseline TEER values of iBMECs. **Figure S5.** Maintained Lucifer yellow permeability in confluent regions of iBMEC microvessel models exposed to H2O2. **Figure S6.** Expanded RNA-sequencing pathway analysis results. **Figure S7.** Expanded pathway analysis of antioxidant stress genes and reactive oxygen species response genes. **Figure S8.** Stress fiber formation under oxidative stress. **Figure S9.** Adhesion molecule expression in response to oxidative stress. Supplemental materials and methods.

## Data Availability

All data associated with this study are available in the main text or the supplementary materials. The raw data required to reproduce these findings are available from the corresponding author. RNA sequencing data is available in NCBI’s GEO (Accession Number GSE193887).

## Abbreviations

ROS: Reactive oxygen species
H_2_O_2_: Hydrogen peroxide
NDD: Neurodegenerative disease
BBB: Blood–brain barrier
iBMEC: Induced brain microvascular endothelial-like cells
TEER: Transendothelial electrical resistance
PDMS: Polydimethylsiloxane
ROCK: Rho-associated protein kinase
LY: Lucifer yellow
RNA: Ribonucleic acid
DEG: Differentially expressed gene
GSEA: Gene set enrichment analysis

# Supplementary material for: Effects of acute and chronic oxidative stress on the blood–brain barrier in 2D and 3D in vitro models
**Source:** Fluids Barriers CNS. 2022 May 12;19:33. doi: 10.1186/s12987-022-00327-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Longevity of hydrogen peroxide in cell culture media. Figure S2. TEER, cell counts and ROS visualization. Figure S3. Dissolved oxygen levels in iBMEC microvessel perfusates. Figure S4. Dependence of sensitivity to oxidative stress on baseline TEER values of iBMECs. Figure S5. Maintained Lucifer yellow permeability in confluent regions of iBMEC microvessel models exposed to H2O2. Figure S6. Expanded RNA-sequencing pathway analysis results. Figure S7. Expanded pathway analysis of antioxidant stress genes and reactive oxygen species response genes. Figure S8. Stress fiber formation under oxidative stress. Figure S9. Adhesion molecule expression in response to oxidative stress. Supplemental materials and methods.

Effects of acute and chronic oxidative stress on the blood-brain barrier in 2D and 3D *in vitro* models

Tracy D. Chung,^{1,2} Raleigh M. Linville,^{1,2} Zhaobin Guo,¹ Robert Ye,^{1,3} Ria Jha,^{1,2} Gabrielle N. Grifno,^{1,2} Peter C. Searson^{1,2,4*}

Supplemental Figure S1. Longevity of hydrogen peroxide in cell culture media.

Supplemental Figure S2. TEER, cell counts and ROS visualization.

Supplemental Figure S3. Dissolved oxygen levels in iBMEC microvessel perfusates.

Supplemental Figure S4. Dependence of sensitivity to oxidative stress on baseline TEER values of iBMECs.

Supplemental Figure S5. Maintained Lucifer yellow permeability in confluent regions of iBMEC microvessel models exposed to H₂O₂.

Supplemental Figure S6. Expanded RNA-sequencing pathway analysis results.

Supplemental Figure S7. Expanded pathway analysis of antioxidant stress genes and reactive oxygen species response genes.

Supplemental Figure S8. Stress fiber formation under oxidative stress.

Supplemental Figure S9. Adhesion molecule expression in response to oxidative stress.

Supplemental materials and methods

Hydrogen peroxide detection in cell culture media

Dissolved oxygen detection in iBMEC microvessel perfusate

Heterogeneous permeability of iBMEC microvessels

Immunocytochemistry

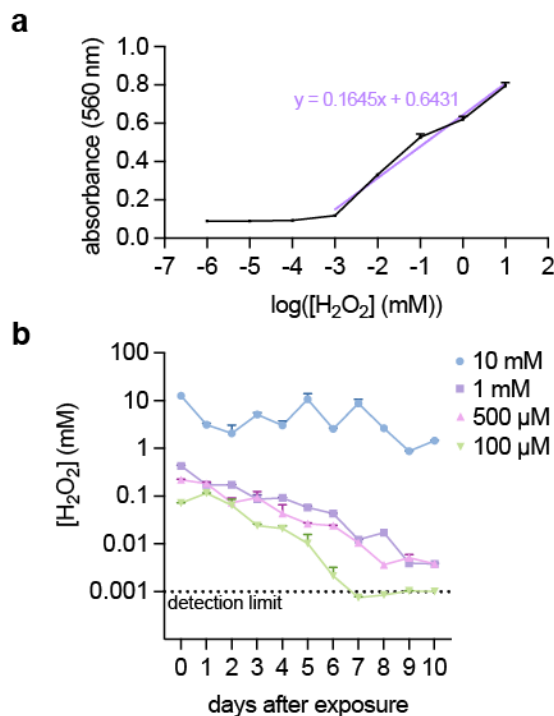

Supplemental Figure S1. Longevity of hydrogen peroxide in cell culture media. (a) Standard curve of various H_2O_2 concentrations in provided reaction buffer and the semilog curve of best fit in the semilog linear regime (line and equation in purple). (b) Degradation of H_2O_2 concentration in cell culture media over ten days. The detection limit of the assay was determined by the sustained minima of all concentrations below 1 μM in the standard curve. $n = 3$ independent measurements for all conditions.

Summary. This work refers to the H_2O_2 exposure concentration by the H_2O_2 -supplemented media prepared on day 0 of experimentation. However, throughout the duration of chronic exposures in particular, H_2O_2 decomposes. High concentrations of H_2O_2 (10 mM) were more stable as commercially-available stock solutions are formulated with stabilizers for long-term storage. As H_2O_2 (and stabilizers) are diluted to lower concentrations, the solutions decompose more dramatically. For both 1 mM and 500 μM concentrations, H_2O_2 levels are relatively stable (within one order of magnitude) for 4-5 days, and then continue to decompose significantly. For 100 μM concentrations, H_2O_2 levels are also relatively stable for 4-5 days, but then drop below the detection limit of the assay at day 7. For the purposes of this study, acute exposures (30 min – 1 h) maintain the true H_2O_2 concentration for its full duration; chronic exposures (7 – 10 days) maintain relatively stable H_2O_2 concentration for several days and remain at measurable levels above blank controls for at least 7 days. This days-long longevity still produces unique functional changes that better recapitulate chronic exposure conditions when compared to acute exposure conditions.

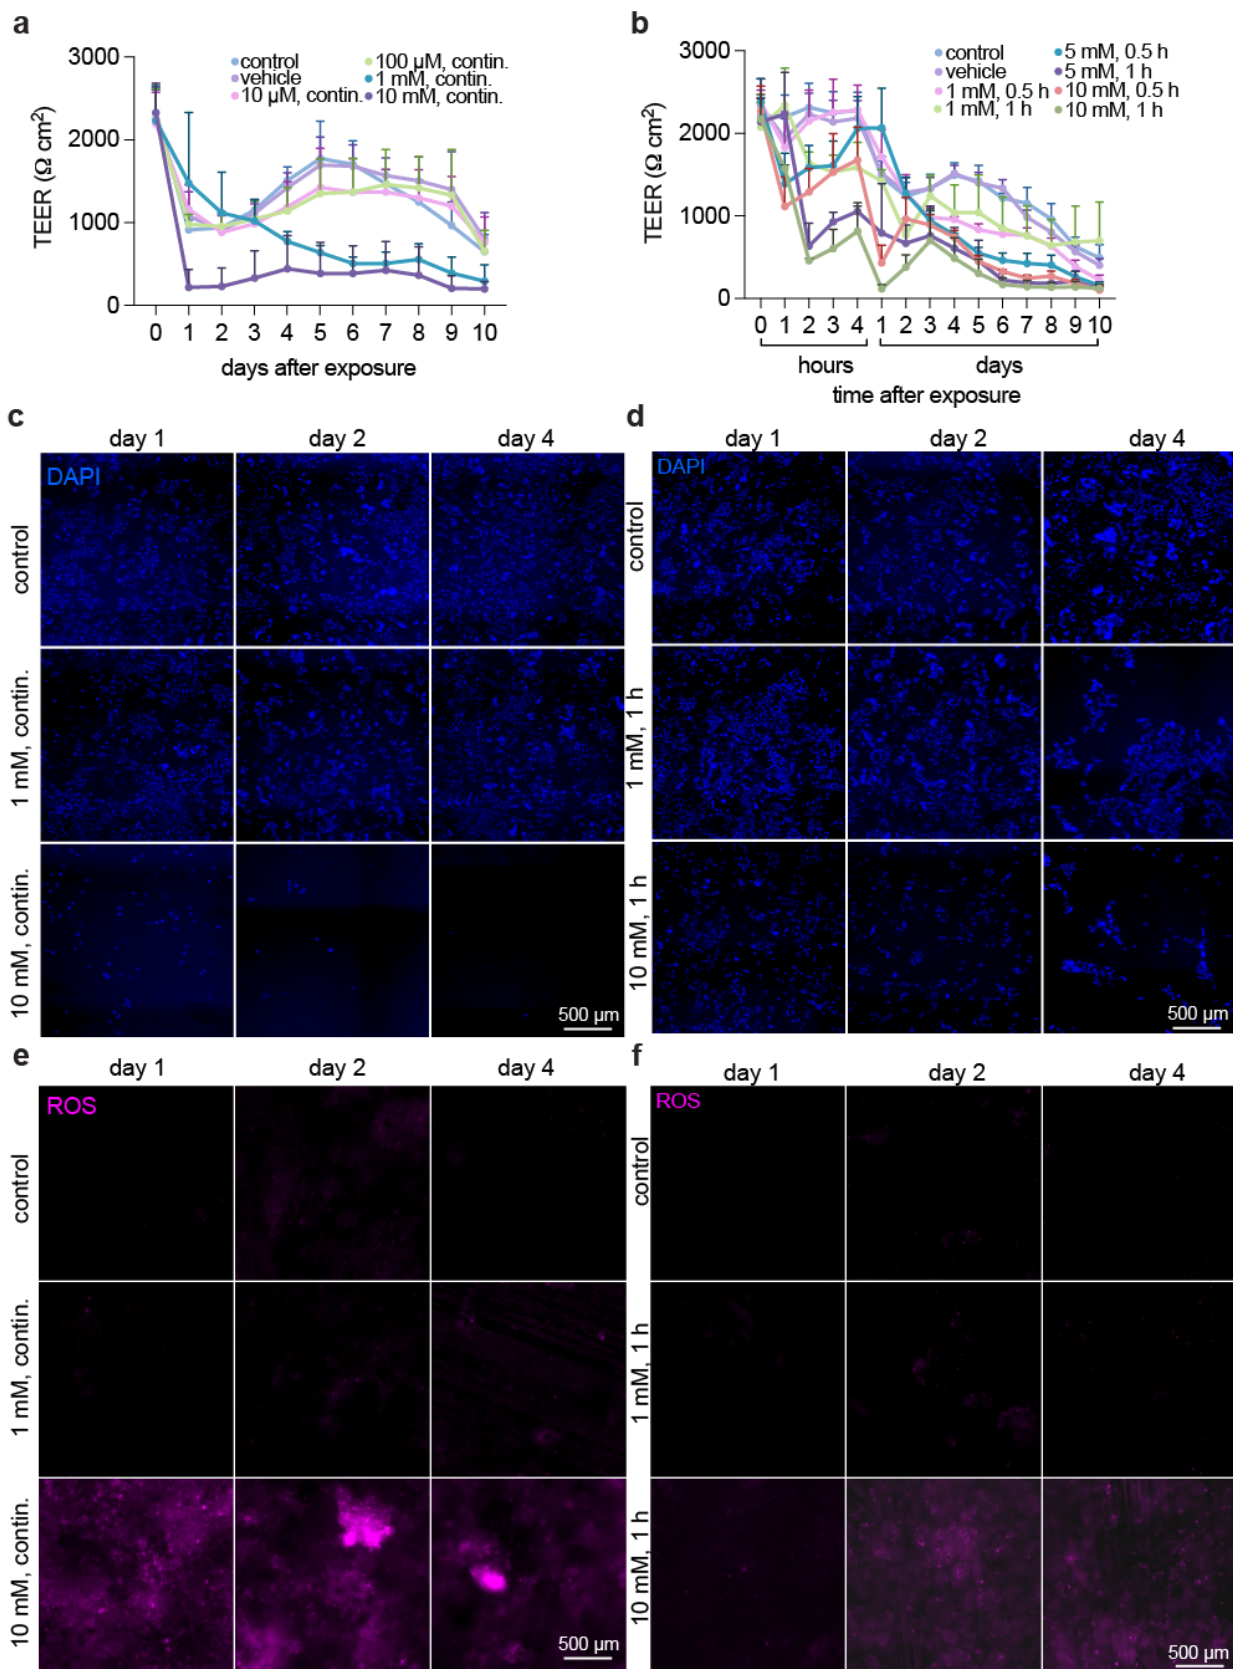

Supplemental Figure S2. TEER, cell counts and ROS visualization. (a-b) Time course graphical visualization of TEER dynamics following chronic (a) or acute (b) exposure to H₂O₂. Each point represents the mean of three technical replicates across $n = 3$ biological replicates in chronic exposure, and $n = 7$ for acute exposure. (c-d) Representative DAPI images used for cell count quantifications, showing the general trends in decreased cell count with oxidative stress exposure. (e-f) Representative Deep Red ROS assay images used for ROS quantification. Though background membrane fluorescence is increased as cell counts decrease dramatically, quantification accounted for this background quantification and ROS fluorescence was assessed per cell in CellProfiler modules. Brightness was adjusted across all images to a standard LUT range based on visibility of conditions with most fluorescent signal. $n = 3$ biological replicates for both conditions.

Summary. Characterization of responses to acute and chronic H₂O₂ exposure in 2D settings reveal the influence of oxidative stress on cell viability, and the narrow window of exposure that results in measurable, but non-catastrophic biological effects. A wider range of concentrations assessed here assisted in the selection of key exposures defined as acute (ultimately, 10 mM for 1 h in 2D) or chronic (ultimately, 1 mM continuously). The TEER and cell loss dynamics observed in 2D were also used as comparisons to evaluate analogous acute and chronic 3D exposures.

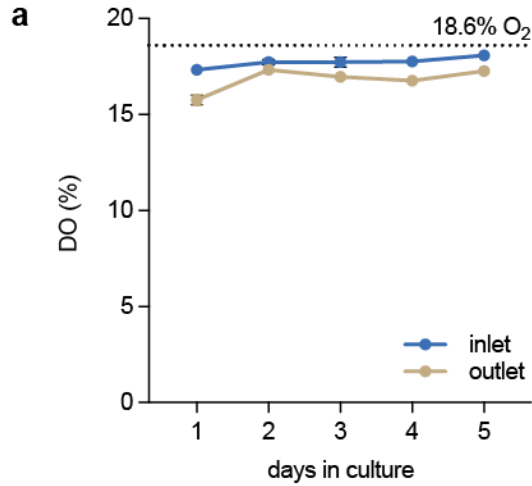

Supplemental Figure S3. Dissolved oxygen levels in iBMEC microvessel perfusates. (a) Measured dissolved oxygen (DO) levels in the inlet and outlet iBMEC basal media reservoirs over several days. Each measurement was temperature-compensated. $n = 2$ biological replicates.

Summary. To ensure that oxygen depletion during perfusion of the microvessels did not contribute to oxidative stress, we measured the levels of dissolved oxygen in the medium in the inlet reservoir and in the perfusate from the outlet over 5 days using a dissolved oxygen probe (RCYAGO, DO9100). The dissolved oxygen in the inlet reservoir was on average 17.7%, close to the expected value of 18.6% under normal cell culture conditions (5 vol.% CO₂ and 37 °C) (Newby et al., Placenta, 2005). The concentration in the outlet perfusate was on average 16.8%, indicating a ~ 0.9% drop in dissolved oxygen due to cell metabolism during perfusion. These results confirm that the conditions in the microvessel do not result in hypoxic conditions in the microvessel.

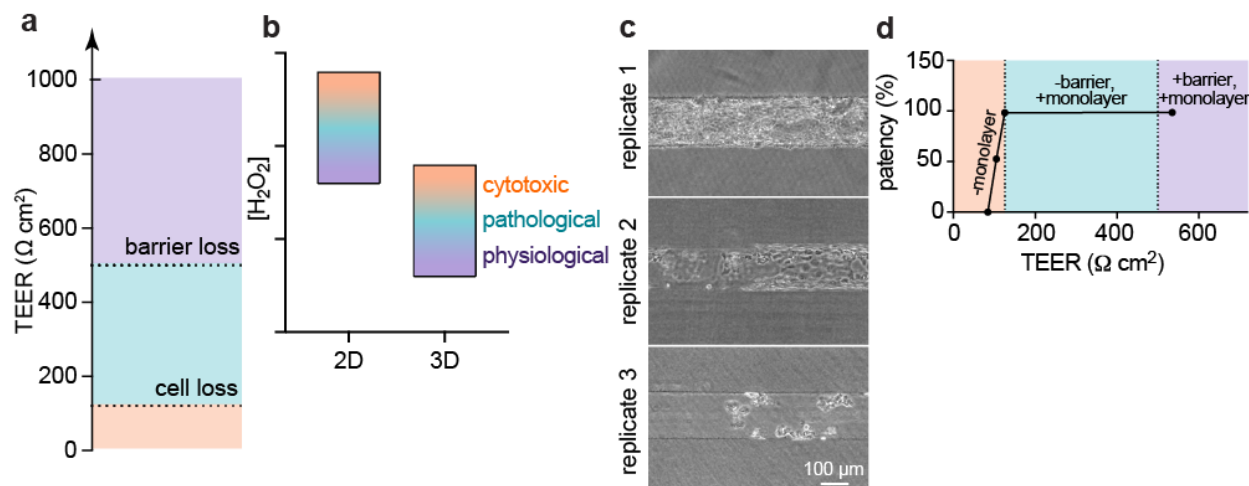

Supplemental Figure S4. Dependence of sensitivity to oxidative stress on baseline TEER values of iBMECs. (a) Schematic of the transition points between physiological homeostasis, initiation of barrier loss, and initiation of cell loss based on previous publications and our studies of cell counts. (b) Schematic cartoon demonstrating the expected differences between 2D and 3D H₂O₂ responses, due to innate differences in dimensionality, flow profile, and chemical reagents used in 3D models. (c) Representative phase images of three different biological replicates of iBMECs seeded into 3D microvessel constructs resulting in vastly different patency after 24 h. (d) Percent coverage of microvessels after 24 h is dependent on the initial TEER values (measured 48 h following seeding on transwell supports for measurement) of the biological replicate based on differentiation round.

Summary. Transitioning chronic and acute oxidative stress exposures in 3D iBMEC microvessels revealed higher sensitivity that were primarily dependent on inherent initial TEER of each iBMEC differentiation and the use of ROCK inhibitor (explored in Fig. 3b). Utilizing measures of barrier (TEER) and cell monolayer viability (patency of produced microvessels), we identified three regimes of oxidative stress response: no measurable change in barrier of monolayer patency, a decline in barrier function with no measurable change in monolayer patency, or a decline in barrier function and monolayer patency. To study the measurable effects of chronic and acute oxidative stress, we must identify doses of H₂O₂ that recapitulate a measurable change in barrier function with little to no cell loss.

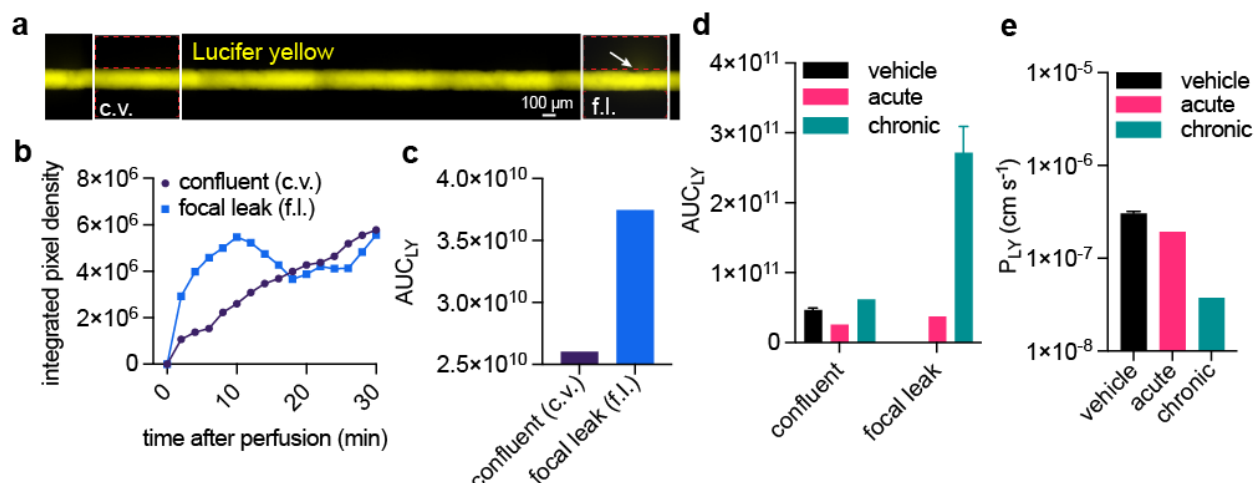

Supplemental Figure S5. Maintained Lucifer yellow permeability in confluent regions of iBMEC microvessel models exposed to H_2O_2 . (a) Representative image of a microvessel after initiation of perfusion with $200 \mu\text{M}$ Lucifer yellow. White arrow indicates dye leakage at a focal leak, white boxes indicate regions for further permeability analysis representing a confluent vessel region (c.v.) and a focal leak (f.l.), red dotted boxes indicate regions of interest that define the extracellular matrix (ECM) from which dye permeation was calculated. (c) Raw integrated pixel density plots over the time period of epifluorescent imaging in the above confluent vessel region (c.v.) and focal leak region (f.l.). (d) Calculated areas under the curve (AUC) of Lucifer yellow perfused iBMEC microvessel regions corresponding to (b-c). (e) Calculated areas under the curve (AUC) of Lucifer yellow perfused iBMEC microvessel in confluent and focal leak regions across H_2O_2 exposure conditions. (f) Local Lucifer yellow permeability values in confluent regions in iBMEC microvessel models exposed to acute and chronic oxidative stress and corresponding vehicle control. $n = 2$ biological replicates for all conditions, with two distinct regions assessed in each replicate.

Summary. To emphasize the influence of discrete, local defects over global paracellular permeability changes, we conducted segmented analysis to conclude that the permeability in no-defect regions of iBMEC microvessel models are similar ($\sim 1 \times 10^{-7} \text{ cm s}^{-1}$) across oxidative stress conditions and corresponding controls. In bulk permeability measurements, these discrete regions are averaged and result in markedly higher permeability in both chronic and acute oxidative stress conditions ($\sim 1 \times 10^{-5} \text{ cm s}^{-1}$). We assert that local analysis more accurately represents the true paracellular permeability of perfused dyes and the dominance of local defects in response to chronic and acute oxidative stress.

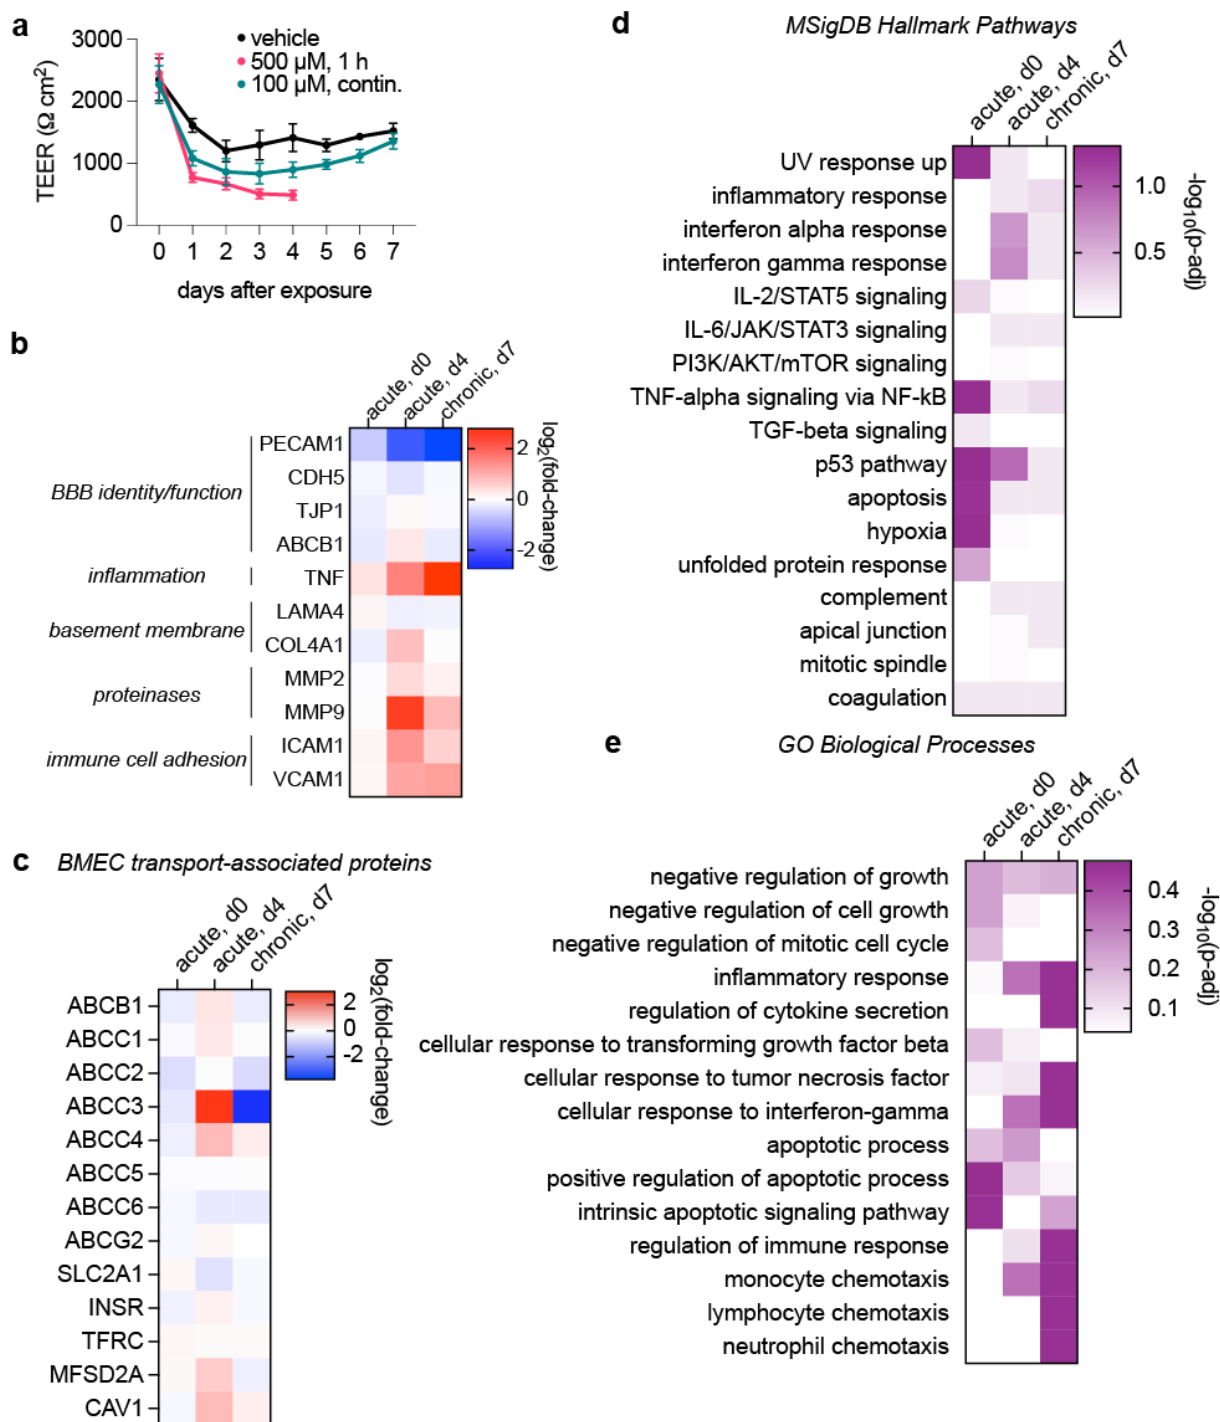

Supplemental Figure S6. Expanded RNA-sequencing pathway analysis results. (a) TEER time-course of iBMEC samples used for RNA-sequencing. (b) Heatmap indicating fold-changes from their corresponding vehicle control of genes of interest related to BBB identity/function, inflammation, basement membrane, proteinases, and immune cell adhesion. (c) Heatmap indicating fold-changes from their corresponding vehicle control of genes associated with transport systems of BMECs. (d-e) Heatmaps of adjusted p-value of expanded selection of pathways of GO Biological Processes and MSigDB Hallmark Pathway terms, respectively, from statistically

significant DEGs and genes with $\log_2(\text{fold-change}) > 3$. $n = 4$ biological replicates for all conditions.

Summary. Expanded analysis of transcriptomic changes following chronic or acute oxidative stress emphasize the importance of cell viability and inflammatory responses. Additional pathways and functions for future study are also suggested by these results, particularly changes to endothelial function (**Supp. Fig. S6b**), efflux pump activity (**Supp. Fig. S6c**), and TNF α -mediated inflammation (**Supp. Figs. S6d,e**).

Key gene symbols and translated protein:

ABCB1 – P-glycoprotein

ABCC family – multidrug resistance protein family

SLC2A1 – facilitated glucose transporter 1

INSR – insulin receptor

TFRC – transferrin receptor

a MSigDB Hallmark Reactive Oxygen Species

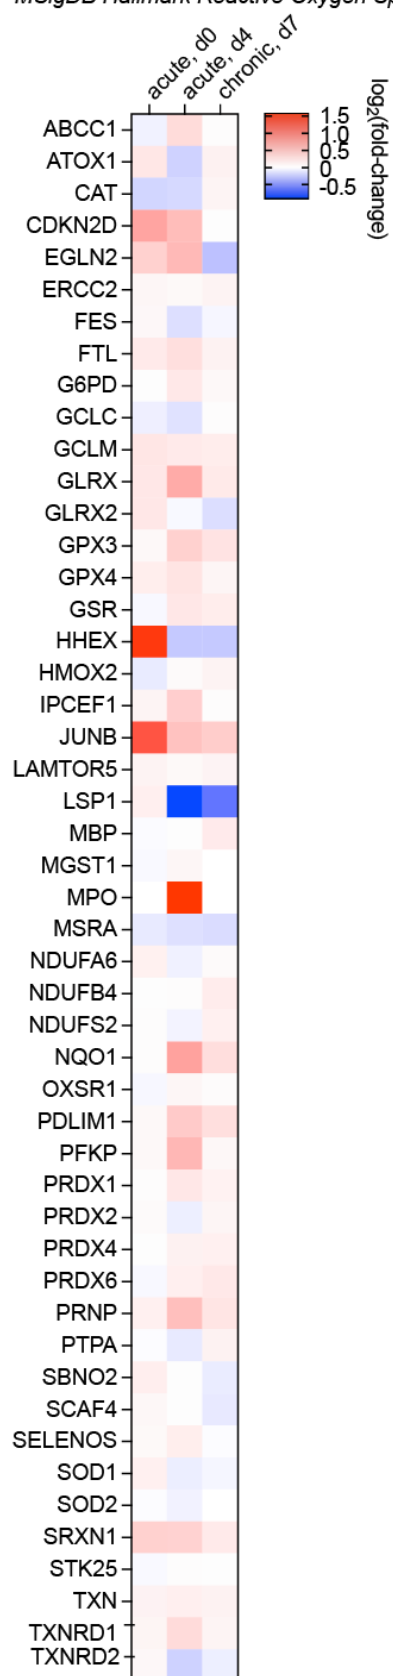

b Intermediate-Early Genes

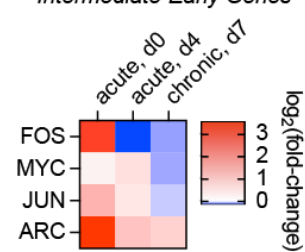

Supplemental Figure S7. Expanded pathway analysis of antioxidant stress genes and reactive oxygen species response genes. (a) Heatmap of MSigDB Hallmark Reactive Oxygen Species pathway constituent genes and corresponding $\log_2(\text{fold-change})$ values for each oxidative stress condition. (b) Heatmap of Intermediate-Early Genes (IEGs) and corresponding $\log_2(\text{fold-change})$ values for each oxidative stress condition.

Summary. Expanded analysis of transcriptomic changes involved in canonical oxidative stress and reactive oxygen species genes reveals general upregulation of many genes, although the combined score significance of the pathway as a whole is not statistically significant. Additionally, multiple Intermediate-Early Genes that are rapidly transcribed following cellular perturbation are heavily upregulated immediately following oxidative stress exposure, with waning effects as time from initiation increases.

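Few NRF2 targets, the antioxidant genes induced by oxidative stress, passed the test on day 0. SRXN1, which restores oxidized peroxiredoxins, FTL, the ferritin light chain, and SQSTM1, an autophagy receptor, rose among 24 tested on day 0 (3 adjusted over the list alone, median 0.05), and the list did not pass (adjusted p = 0.0838). On day 4 NQO1, a quinone reductase, rose by 0.67 (SE 0.0739, adjusted p = 0.00719, n = 4), higher in 4 of 4 pairs, with ME1 and SQSTM1 (8 over the list alone, median 0.17). At acute day 4 the list had adjusted p = 0.00184, 0.112 without the block, and adjusted p = 0.42 with an estimated correlation. NQO1 has 0.0697 without replicate 4 and 0.801 without the block. Of 14 peroxiredoxins, superoxide dismutases, catalase and thioredoxins none passed on day 0 (none over the list alone, median 0.06, adjusted p = 0.342), on day 4 (none, median -0.06, 0.699) or on day 7 (none, median 0.08, 0.0636). SRXN1, FTL, SQSTM1 and ME1 were named after their values were seen.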

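Of this panel FOS, JUN and ARC rose on day 0 and JUN also on day 4. ARC, an early gene first known from neurons, rose by 3.62 on the log2 scale (SE 0.511, adjusted p = 0.000268, n = 4), with 339 counts against 22 in the vehicle libraries. JUN rose on day 0 from 52.4 ± 15.8 to 133 ± 12.5 CPM (1.37, SE 0.104, adjusted p = 1.53e-06) and on day 4 by 0.44 (SE 0.109, adjusted p = 0.047). MYC had 0.23 on day 0 (0.0939) and 0.56 on day 4 (0.0702). FOS had -0.20 on day 4 (adjusted p = 0.318), where ARC had too few counts to be tested (56 against 29). On day 7 FOS (-0.08, adjusted p = 0.731), JUN (-0.04, 0.912) and MYC (-0.10, 0.788) did not change, and ARC had too few counts again (14 against 6). FOS itself rose with time in vehicle monolayers, by 2.51 from day 0 to day 4 (SE 0.183, adjusted p = 0.00021). Without the block ARC has adjusted p = 0.219 and JUN 0.113 on day 0. JUN on day 4 has 0.0753 without replicate 2, 0.171 without replicate 3, 0.173 without replicate 4 and 0.565 without the block.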

Key gene symbols and translated protein:

ABCC1 – multidrug resistance associated protein 1

CAT – catalase

GLRX family – glutaredoxin family

GPX family – glutathione peroxidase family

PRDX family – peroxiredoxin family

SOD family – superoxide dismutase family

TXN – thioredoxin

FOS – c-Fos/AP-1

MYC – c-Myc

JUN – c-Jun/AP-1

ARC – activated regulated cytoskeleton associated protein

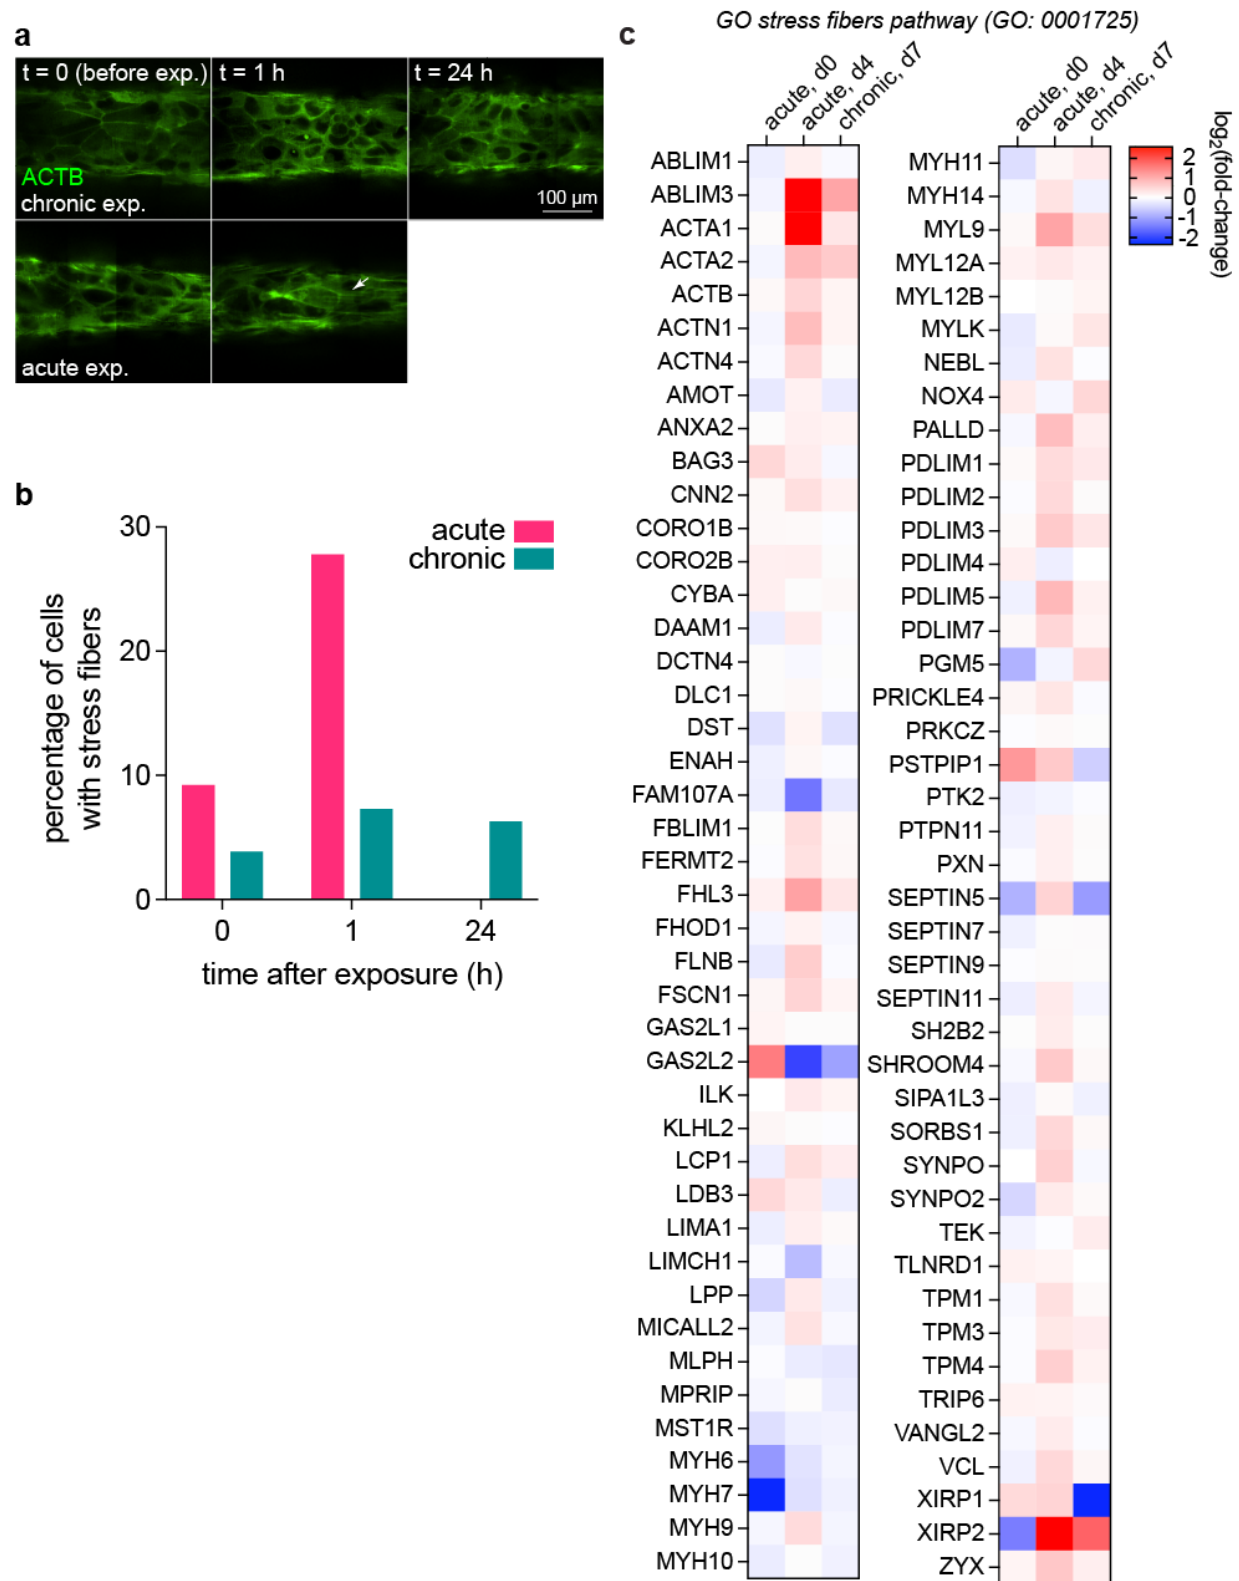

Supplemental Figure S8. Stress fiber formation under oxidative stress. (a) Representative images of native ACTB fluorescent tags before and after acute (500 μ M for one hour) and chronic (100 μ M continuously) H_2O_2 exposure. (b) Quantification of the percentage of cells with fiber-like

ACTB localization across the polar planes of iBMEC microvessels after acute and chronic H₂O₂ exposure. *n* = 1 biological replicate. (c) Heatmap of GO stress fibers pathway (GO: 0001725) constituent genes and corresponding log₂(fold-change) values for each oxidative stress condition.

Summary. Following acute oxidative stress, stress fibers in ACTB-tagged iBMEC microvessels are visible primarily in the short-term (1 h) after intense, acute H₂O₂ exposure (500 μM), and are minimally visible following milder, chronic H₂O₂ exposure (100 μM). Previous work with iBMEC elucidated a sparse network of stress fibers under shear stress in comparison to immortalized endothelial cell lines, which may indicate a minimal reliance on these fibers to maintain shape and cell-cell junctions under stress. However, under oxidative stress, the formation of stress fibers may be associated with the formation of structural defects (see Fig. 4), which is a potential future direction of this work.

Key gene symbols and translated protein:

ABLIM1 – actin binding LIM protein 1

ACTA family – actin alpha family

ACTB – actin beta

ACTN family – actinin family

ANXA2 – annexin A2

CNN2 – calponin 2

FLNB – filamin B

MYH family – myosin heavy chain family

MYL family – myosin light chain family

PXN – paxillin

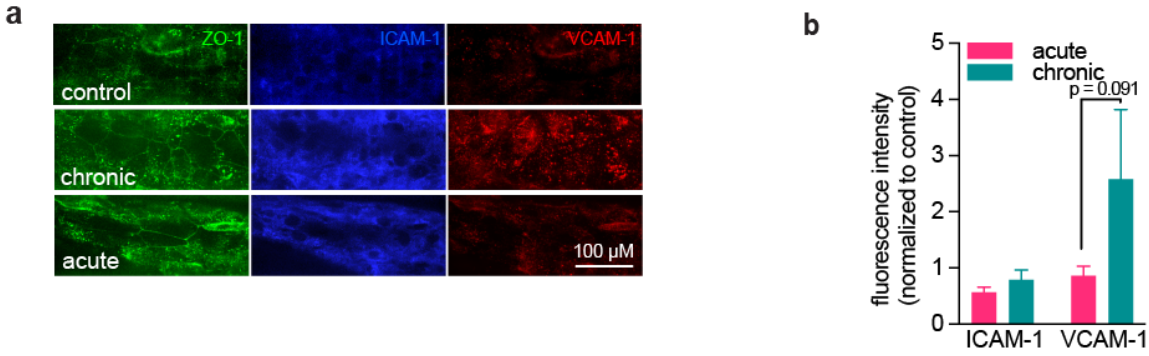

Supplemental Figure S9. Adhesion molecule expression in response to oxidative stress. (a) Representative confocal images of microvessels with native ZO-1 fluorescent tags, and stained ICAM-1 and VCAM-1 in control conditions, chronic exposure, and acute exposure. (b) Quantification of fluorescence intensity for ICAM-1 and VCAM-1 in microvessels at day 7 after initiation of chronic and acute oxidative stress. Values reflect the average integrated pixel density of maximum projection z-stacks at two distinct regions in each microvessel normalized to a time-matched control. Bars represent the mean of two distinct imaging regions across $n = 3$ biological replicates for both conditions.

Summary. Following immune cell adhesion experiments (see Fig. 6e-g), we observed and quantified an association between adherent immune cells and visible delamination defects, particularly in acute H_2O_2 exposure which tend to produce more delamination defects, while most adherent immune cells in chronic exposure were unassociated with visible defects. We hypothesize that canonical immune cell adhesion molecule expression may play a unique role in immune cell adhesion in chronic H_2O_2 exposure. Although the immunocytochemistry shown here is inconclusive, further study using more specific spatial alignment between discrete defects, adhered immune cells, and adhesion molecule protein expression may establish these correlations in a more robust manner.

Supplemental materials and methods

Hydrogen peroxide detection in cell culture media

To measure the longevity of hydrogen peroxide over the length of oxidative stress exposure experiments, solutions of 0 M (blank control), 100 μ M, 500 μ M, 1 mM, and 10 mM H₂O₂-supplemented basal iBMEC cell culture media were generated and maintained in a cell culture incubation chamber. H₂O₂ levels were measured using the Amplex Red Hydrogen Peroxide Kit (Thermo Fisher, A22188) by adding a working solution of the kit with horseradish peroxidase and the Amplex Red reagent to each sample (and corresponding negative and positive controls in provided reaction buffer) and measuring the absorbance at 560 nm after 30 minutes of incubation at 37 °C. Absorbance readings were extrapolated to concentration measurements based on a standard curve of H₂O₂ concentrations in provided reaction buffer.

Dissolved oxygen detection in iBMEC microvessel perfusate

Oxygen levels in the inlet and outlet of iBMEC microvessel model media reservoirs were measured by an electrochemical dissolved oxygen (DO) probe with temperature compensation. (RCYAGO, DO9100). The outlet reservoir of iBMEC microvessel models were replaced with Tygon tubing (Tygon, LMT-55) that dispensed media perfusate into a glass Erlenmeyer flask with a rubber stopper (PYREX, Corning, 498025). The DO probe was calibrated to 21% in air and to 0% in deoxygenated water and then used to measure both media volumes. Due to humidification of cell culture incubators, the actual oxygen percentage available for exchange in incubators is 18.6%, as opposed to the typical 21% O₂ in air.

Heterogeneous permeability of iBMEC microvessels

To demonstrate the discrete, local nature of defects in response to oxidative stress, and the heterogeneity of apparent permeability that follows, sectioned permeability analysis was conducted across microvessel conditions (vehicle, chronic oxidative stress via 100 μ M H₂O₂ exposure, and acute oxidative stress via 500 μ M H₂O₂ exposure for one hour). 2 μ M Alexa Fluor647-conjugated 10 kDa dextran (Thermo Fisher Scientific, cat. no. D22914) and 200 μ M Lucifer yellow (LY; Sigma, CH dilithium salt) solutes in BBB maintenance medium were perfused through each microvessel. Microvessels were then imaged (Nikon Eclipse TiE) at 10x magnification and maintained in an environmental chamber at 37 °C. Epifluorescence illumination was controlled by X-Cite 120LEDBOOST (Excelitas Technologies). Phase contrast images (assembled from images from 10 adjacent frames) were acquired every two minutes at the longitudinal top plane, midplane, and bottom plane of the microvessel; fluorescence images were acquired every two minutes at the microvessel midplane. Microvessels were imaged for 10 minutes before and 1 hour following perfusion with the fluorescent solutes.

To calculate bulk permeability, images were cropped (ImageJ, NIH) to a central 6 mm x 0.6 mm rectangle and sectioned into 10 regions of interest, each 0.6 mm x 0.6 mm. The integrated pixel density was plotted over time for each ROI and the permeability (cm s⁻¹) was calculated using $P=(r/2)(1/\Delta I)(dI/dt)$, where r is the vessel radius, ΔI is the increase in fluorescence intensity upon

initiation of perfusion of the solute, and dI/dt is the rate of fluorescence intensity increase as the solute permeates into the hydrogel. The average permeability was calculated via linear least squares fits of dI/dt over 60 minutes. To calculate local permeability, two distinct regions (with or without a visible focal leak) were cropped to an area of 0.6 mm x 0.6 mm. The integrated pixel density in the microvessel lumen and the surrounding ECM regions were separately measured and the permeability was calculated using the same equation as above, where ΔI was the increase in fluorescence intensity in the lumen only upon initiation of perfusion of the solute, and dI/dt was the rate of fluorescence intensity increase in the ECM regions only as the solute permeates into the hydrogel. Additionally, areas under the curve (AUC) of raw integrated pixel density versus time were estimated using trapezoidal integration.

Immunocytochemistry

Immunocytochemistry was performed seven days after initial exposure to H_2O_2 . Briefly, microvessels were perfused and washed with cold DPBS (Invitrogen, 14080055) for five minutes, then fixed with 3.7% paraformaldehyde solution overnight at 4 °C. Microvessels were then stained by: (1) blocking and permeabilizing with blocking solution composed of 0.2% Triton-X 100 (Sigma-Aldrich, T9284) and 10% normal goat serum (Cell Signaling Technology, 5425S) overnight at 4 °C, (2) perfusing with primary antibody solution for 4 hours at room temperature, (3) washing with blocking solution overnight at 4 °C, (4) perfusing with secondary antibody solution for 30 minutes at room temperature, and (5) washing with blocking solution overnight at 4 °C before imaging. Primary antibodies were all against human proteins, including ICAM-1 (Abcam, ab2213) and VCAM-1 (Abcam, ab134047). Confocal z-stacks (0.4 μ m in thickness) were acquired at 40x magnification on a swept field confocal microscope system (Prairie Technologies) and illumination was provided by an MLC 400 monolithic laser combiner (Keysight Technologies). Reconstruction of microvessels were assembled from approximately 400 slices.

How the deposited data were processed for this re-analysis (not part of the article)

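RNA was measured in 24 libraries of iBMEC monolayers in 6 groups of 4: vehicle cells on day 0, day 4 and day 7, cells on day 0 and day 4 after 500 µM H2O2 for 1 h, and cells on day 7 of exposure to 100 µM H2O2. Each library pools 2 technical replicates of 1 of 4 independent differentiations. The paper states oligo(dT) libraries read as 150 bp pairs on a NovaSeq. The columns of the deposited tables carry the group and a replicate number from 1 to 4, and they were assigned to groups by these names, not to single samples. All columns of samples were used.

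The authors aligned reads to GRCh38 and made the deposited count table with Rsubread 2.0.1 in R 4.0.1, and they tested it with DESeq2 1.28.1. The deposited counts are whole numbers without normalization. Of counts from 1 to 10, 29.4% to 34.2% are odd in a library, so that a count is a read end, both ends of most pairs being counted. The deposited FPKM table holds the same counts scaled by the authors to library total and gene length, with 1 length per gene in all columns. It was used here only for gene length. The count table lists 28395 genes, of which 24536 have a count, and 550 genes without a symbol hold 0.0452% of counts. It holds no mitochondrially encoded gene, so that list could not be tested. The annotation release and the strand setting of the counting are not given, so genes that overlap, or that have near-identical copies such as HSPA1A and HSPA1B, the metallothioneins and the CGB genes, may share reads.

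Library totals ran from 31716331 to 77500027 read ends, and the 10 most abundant genes held 4.21% to 6.39% of a library. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 23.0 to 157. Precision therefore comes from the 4 replicates and not from counting. The SD given is between replicates. The SE and p rest on the variation left after the block, which edgeR draws toward that of the other genes tested.

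The 6 comparisons of groups and the 2 differences between exposures were fixed with their tests. Each exposure was compared with vehicle libraries of its own day, and vehicle libraries of different days were compared with each other, so the vehicle comparisons and the exposure comparisons share vehicle libraries. Counts were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F test after TMM normalization. Genes passed its low-count filter (minimum count 10, minimum total 15), p was adjusted by Benjamini and Hochberg over all genes tested, and 0.05 was the threshold. The SE of a log2 fold change is its size divided by the square root of F. CPM are computed from TMM library sizes of the 8 libraries compared. For values of single libraries and of placental genes all 24 libraries were scaled together, so values of a group can differ slightly. The differences between exposures come from 1 fit of all libraries with 12 blocks of day and replicate number and 3 exposure effects. Log2 fold changes above 3 come from DESeq2 1.42.0 on all genes with a count. Principal components were computed on DESeq2 rlog values of the 500 most variable genes.

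The replicate number is a block in every fit apart from the alternatives made without it. This was set from the paper, which speaks of paired comparisons and independent differentiations. In a check made in the same run as the fits, libraries of the same number deviated together from their group means. The lowest to highest correlation was 0.439 to 0.741 at acute day 0, 0.325 to 0.533 at acute day 4, 0.364 to 0.661 at chronic day 7, 0.111 to 0.32 between vehicle day 4 and day 0, 0.127 to 0.239 between day 7 and day 0, and 0.162 to 0.351 between day 7 and day 4. All lie above the limit of 0.1 set for pairing. In the exposure comparisons each of the 8 libraries correlated best with its own number, and in the vehicle comparisons 6, 8 and 6 of 8 did. In 1 of the 4 sets of sample labels the day 4 libraries, exposed and vehicle alike, carry a label that does not match the day 0 label of their set, so a shared differentiation across days is not certain for that set. Pairs within a day are not touched by this, and comparisons between vehicle days were also made without the block and without each replicate.

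Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison. Beside each list stand the members past the test among all genes and, adjusted over the list alone, among its own members. The estimated correlation and the fry test served as alternatives.

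The genes named in the text follow a fixed rule. Among genes past the test that changed the same way in 4 of 4 pairs, it takes the 10 smallest p values up and down and the 5 largest changes up and down. It adds the genes the paper names in its text or in Fig. 5h, S6b, S6c and S7b, and up to 4 members by p of each list past the test, with at most about 30 per comparison. Genes on the Y chromosome, XIST and genes without a symbol were not named. The genes printed were chosen within this rule after their values were seen, as were the lists described. Members of counts of 5 or fewer, KRT17 and ACTA1 were named outside the rule after their values were seen. Values in the paper's figures had been seen when the rule was written.

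The tests were checked on simulated counts with the means and library sizes of these libraries. Of genes changed 2-fold, 41 of 49 were called at acute day 0, 42 of 49 at acute day 4 and 40 of 49 at chronic day 7. Among all 169, 131 and 149 genes called there, 10, 6 and 11 were unchanged. Of genes changed 1.25-fold, 31 of 49, 6 of 49 and 16 of 49 were called. For the difference between the acute exposures, 10 of 49 genes changed 1.25-fold, 23 of 50 changed 1.5-fold, 38 of 49 changed 2-fold and 46 of 50 changed 4-fold were called. Beside these, 14 unchanged genes were called. In the comparisons of groups no changed gene was called with the wrong sign, and signs were not checked for the difference. The fits had been run on the real counts before this check was made.

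Alternatives were fits without the block, DESeq2 size factors, no low-count filter, DESeq2's Wald test with and without the block, all libraries in 1 fit, and each replicate left out. Chosen after seeing the data were the removal of the trend with gene length in each library, the thinning of libraries to the smallest total, and the DESeq2 values of low-count genes. The enrichment of gene sets through Enrichr was not repeated, since its gene sets were not at hand, and the functional assays have no deposited data here.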

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

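The comparison of vehicle days with splits that part every pair was chosen after the counts of all splits were seen. The genes looked at for a library apart are those the text names, which were chosen after their values were seen.

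The effects of the exposures differed between times. In the fit of all libraries 2352 genes had an effect on day 4 after acute exposure that differed from the effect on day 0 (5 without the block, and 1121, 1069 and 1115 without replicates 2, 3 and 4). Exposed and vehicle labels were exchanged within pairs in 39 draws, of which the highest gave 604 genes. So 1 of 40 sets of labels, the real one, gave as many. Such exchanges ask whether exposure had any effect, so they cannot decide whether the effects of the days are equal. Among the named genes FOS (-3.34), JUN (-0.92), GADD45A (-0.51) and COL4A1 (1.00) differed past the test. Between chronic and acute day 0 exposure 266 genes differed (3 without the block, and 41, 148, 43 and 50 without replicates 1, 2, 3 and 4). Here 2 of 40 sets of labels gave as many, the highest of the others 276, so chance cannot be excluded for that count. FOS (-3.22), JUN (-1.41), HSPA1B (-0.79), GADD45A (-0.75) and SERTAD2 (-0.53) differed past the test, each of them a lower change after chronic exposure, and SERTAD2 does not pass without replicate 1 (adjusted p = 0.0995) or 3 (0.0716), its alternatives running from 0.00111 to 0.429.

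Vehicle libraries changed with the days in culture, a comparison for which the paper gives no genes. From day 0 to day 4, 7086 genes differed, from day 0 to day 7, 9196, and from day 4 to day 7, 1794. In each comparison 8 splits of the libraries part every pair, and 1 of these 8, the real one, gave as many genes, the highest of the others being 0 in each. With 8 splits no share can lie under 0.05. Without replicate 4, 2311 genes fall from day 0 to day 4 in place of 3564. From day 4 to day 7, 1004 rise and 790 fall, against 572 and 463 without replicate 3 and 382 and 244 without replicate 4. These comparisons use the vehicle libraries that the exposures are also compared with.

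Of 235 groups of 4 libraries checked, 19 held a library far from the other 3, where chance gives about 1 in 20, or 11.8. On day 7 of chronic exposure replicate 3 lay at 21.1 on the first principal component, the others at 23.4 to 23.6. Replicate 3 also had the most MMP9 on day 7, with 98.8 CPM after chronic exposure (others 5.34 to 20.1) and 47.4 CPM with vehicle (3.42 to 9.24). The same holds for CXCL8, with 6.90 CPM (0.233 to 1.20) and 1.82 CPM (0 to 0.194), and in vehicle cells for CFI with 65.2 CPM (25.2 to 32.0). Replicate 2 stood apart on day 4 in NQO1, with 107 CPM after acute exposure (15.7 to 22.1) and 63.3 CPM with vehicle (9.13 to 15.6). Replicate 2 was also highest on day 4 in CAV1 after exposure, with 215 CPM (65.1 to 89.1), and in vehicle cells in HEG1, with 113 CPM (67.5 to 73.3), and NFKB2, with 71.3 CPM (44.9 to 49.2). MT1E was highest in chronic replicate 2, with 12.9 CPM (0.329 to 0.788). On day 0 vehicle replicate 1 had 75.5 CPM of CDKN1A (122 to 127) and 916 CPM of LIN28A (674 to 712), vehicle replicate 3 had 194 CPM of DDIT4 (119 to 123), and acute replicate 1 had 6.53 CPM of MYC (17.1 to 18.6). On day 7 replicate 1 had 39.7 CPM of GADD45A (46.4 to 46.9) and 13.5 CPM of ORC1 (9.35 to 9.87) with vehicle, and 36.1 CPM of FOS after chronic exposure (48.4 to 50.7).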

How the results depend on the processing

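Chosen after seeing the data were the removal of the trend with gene length, the thinning to the smallest total, the DESeq2 values of low-count genes and the use of the alternatives on single genes in the differences between exposures; the other alternatives in this part were set with the comparisons. The cause of a change under an alternative was not tested except where the text gives it. DESeq2 size factors in place of TMM changed no call of a named gene past the test and of no list, and moved the median log2 fold change of all genes by at most 0.0185. Thinning changed the counts by less than 1.5 times but for 1 in place of 2 genes down after chronic exposure. Most chemokines and leukocyte markers had too few counts to be tested, 7 of 23 and 3 of 20 being tested at chronic day 7, and whether depth or low expression is the reason was not tested. Of the smallest changes put into simulated data of this size few were called at acute day 4 (6 of 49).

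The replicate block and so the pairing decides most calls between exposed and vehicle libraries. Without the block edgeR calls 2 genes up and 0 down at acute day 0 (703 and 604 at an unadjusted p under 0.05), 0 and 0 at acute day 4 (1024 and 561) and 0 and 0 at chronic day 7 (66 and 184), where DESeq2 without it calls 130 and 77, 194 and 26, and 1 and 0. Of the named genes past the test 2 of 27, 0 of 32 and 0 of 4 remain in edgeR. The block takes up differences between differentiations, which otherwise count as noise. From vehicle day 4 to day 7 the counts are 549 up and 379 down without it, S1PR1, POSTN and CYP19A1 no longer passing among 12 named genes. The differences between exposures fall to 5 genes (acute day 4 minus day 0) and 3 (chronic minus acute day 0), FOS alone remaining in each among the named genes. Of the lists past the test 8 of 14 remain without the block at acute day 0, 16 of 20 at acute day 4 and 6 of 10 at chronic day 7. Between vehicle days 9 of 10 (day 4 and day 0), 7 of 9 (day 7 and day 0) and 8 of 10 (day 7 and day 4) remain, and in the differences between exposures 12 of 15 (acute day 4 minus day 0) and 6 of 9 (chronic minus acute day 0). Without it the tight junction list turns in direction at chronic day 7 (adjusted p = 0.981, its alternatives running from 0.638 to 0.981).

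Other tools and fits moved the counts as follows. One fit of all libraries calls 635 genes up at acute day 0, 1539 up and 1096 down at acute day 4 and 8 down at chronic day 7. DESeq2 on all libraries without the block calls 175 up and 116 down, 39 and 6, and 1 and 0, and with the block 401 and 362, 293 down at acute day 4, and 81 and 136 at chronic day 7. DESeq2's Wald test with the block calls 735 down at acute day 4, 11 up and 62 down at chronic day 7, and 1210 down from vehicle day 4 to day 7. Without the low-count filter edgeR calls 733 down at acute day 4, and 12 up and 34 down at chronic day 7. With the length trend removed 0 genes fall at chronic day 7 in edgeR (587 at an unadjusted p under 0.05), and DESeq2 was not run on these counts. Genes shared with the calls of edgeR had the same direction in every one of these settings.

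With 1 replicate left out, 653 (without 3) to 1061 (without 4) genes rise and 895 (3) to 1360 (4) fall at acute day 0. At acute day 4, 0 (4) to 1068 (1) rise and 0 (4) to 616 (1) fall, with 7 and 4 without replicate 3, and at chronic day 7, 0 (1, 3 and 4) to 1 (2) rise and 0 (1 and 4) to 2 (3) fall. From vehicle day 0 to day 4, 2311 (4) to 3124 (3) fall, and from day 4 to day 7, 382 (4) to 962 (1) rise and 244 (4) to 769 (1) fall. The differences between exposures number 1069 (3) to 1995 (1) and 41 (1) to 148 (2). The lists past the test number 7 (3) to 16 (1) at chronic day 7 and 6 (3) to 13 (1) from vehicle day 4 to day 7. Of 27 named genes at acute day 0 only INSR is lost (without 1, 3 or 4). At acute day 4, 31, 29, 7 and 0 of 32 remain without replicates 1, 2, 3 and 4, and at chronic day 7, 0, 1, 2 and 0 of 4.

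Genes above a log2 fold change of 3 number 177, 214 and 117 without the block at acute day 0, acute day 4 and chronic day 7. By edgeR's log2 fold change without the filter they number 310, 326 and 184, among genes past the low-count filter 5, 3 and 0, which that filter causes, and with 1 replicate left out 158 (3) to 213 (4), 130 (2) to 193 (1) and 72 (3) to 92 (1). The first principal component holds 53.2% of the variance over all genes past the filter in place of 65.8%, and 60.9% (4) to 74.3% (3) with 1 replicate left out. The ratio of distances between days to distances between exposed and vehicle libraries, 2.82, becomes 2.04 on log2 CPM and 5.80 on the 500 most variable genes.

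The choice of a preset or an estimated correlation in camera decides the calls of lists. With an estimated correlation 0 lists pass in the comparisons of groups and in the acute day 4 effect minus acute day 0 effect, and 2 in the chronic day 7 effect minus acute day 0 effect. The preset setting takes its degrees of freedom from the number of genes, the estimated setting from the few libraries of a fit. This loss of power and the correlation itself cannot be told apart as the reason. Camera with the preset value calls 14, 20 and 10 for the exposures, and fry 4 at acute day 0, 0 at acute day 4, 0 at chronic day 7, 23 from vehicle day 0 to day 7, 2 from day 4 to day 7 and 3 in the chronic day 7 effect minus acute day 0 effect.

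Of the lists past the test, only the stress fiber list at chronic day 7 changed direction in any alternative (4.24e-05 without 2 to 0.12 without 3, where it turned). The other values in this paragraph are adjusted p of lists that had not passed and that changed direction. At acute day 0 these are, with the length trend removed, 0.923 for glutaredoxins and glutathione peroxidases, 0.27 for peroxiredoxins and their group, 0.931 for chemokines and 0.61 for blood-brain barrier transport, which has 0.662 (1) to 0.898 (4) with 1 replicate left out, and the stress fiber list with 0.337 (4) to 0.995 (3). At acute day 4 peroxiredoxins and their group have 0.996 with the length trend removed and 0.406 (4) to 0.691 (2) with 1 replicate left out, and tight junctions 0.592 (2) to 0.922 (3). At chronic day 7 tight junctions have 0.846 with the length trend removed and 0.638 (3) to 0.853 (2). With 1 replicate left out there, the immediate early genes run from 0.000928 (1) to 0.749 (3), negative cell cycle regulators from 0.221 (2) to 0.997 (1), mitosis from 2.11e-05 (1) to 0.853 (2), adhesion molecules from 0.0418 (2) to 0.797 (4) and blood-brain barrier transport from 0.105 (1) to 0.844 (4). In the acute day 4 effect minus acute day 0 effect DNA repair runs from 0.403 (1) to 0.689 (4). In the chronic day 7 effect minus acute day 0 effect apoptosis runs from 0.596 (3) to 0.992 (1), mitosis from 0.00083 (3) to 0.883 (1), chemokines from 0.194 (2) to 0.966 (4), adhesion molecules from 0.055 (2) to 0.995 (3) and stress fibers from 0.00386 (2) to 0.765 (3). Among 131 further results of lists that did not pass and are not described, 71 of 1079 values under alternatives changed direction and 69 passed.

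No named gene past the test changed direction. Of those that did not pass, log2 fold changes with 1 replicate left out ran from -0.14 (4) to 0.29 (2) for ICAM1 and -0.027 (3) to 0.17 (4) for CASP9 at acute day 0. At chronic day 7 they ran from -0.27 (4) to 0.18 (2) for VCAM1 (-0.015 in 1 fit of all libraries), -0.062 (3) to 0.0058 (4) for SERTAD2, -0.19 (4) to 0.071 (2) for JUN and -0.032 (1) to 0.37 (2) for TNFSF10. Differences between exposures ran from -0.37 (2) to 0.28 (3) for CDKN1A (acute day 4 minus day 0). They ran, for FADD, chronic day 7 effect minus acute day 0 effect, from -0.061 (3) to 0.042 (4) (-0.0058 with DESeq2 size factors, -0.0062 without the filter), and for ICAM1 from -0.079 (3) to 0.69 (4).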

Differences from the paper's values

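The DESeq2 values of low-count genes in this part were chosen after seeing the values, and all other settings named here were set before the data were examined.

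The paper's counts of differentially expressed genes, given at an adjusted p below 0.05, are lower than those of edgeR with the replicate block at the same threshold. Its 175 upregulated and 116 downregulated genes on day 0 after acute exposure stand against 1271 and 1569. Its 39 and 6 on day 4 stand against 770 and 463, and its 1 upregulated gene on day 7 of chronic exposure against 2. A DESeq2 fit of all 24 libraries without the block gives 175 and 116, 39 and 6, and 1 and 0, the paper's counts. Of its 291 genes on day 0, 283 are also called by edgeR with the block, of its 45 on day 4, 40, and on day 7 its 1 gene, ARRDC3, all in the same direction. DESeq2 on each comparison's own libraries without the block comes within 1.5 times of the paper for the genes up on day 0 (130) and on day 7 (1), and not for the genes down on day 0 (77) or for day 4 (194 and 26). Leaving out replicate 3 gives 4 genes down on day 4, and leaving out replicate 2 gives 1 gene up on day 7. All other alternatives differ from the paper's counts by more than 1.5 times: edgeR without the block, DESeq2 size factors, no low-count filter, DESeq2's Wald test with the block, all libraries in 1 edgeR fit, DESeq2 on all libraries with the block, and the other replicates left out.

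For VCAM1 on day 7 of chronic exposure the paper shows about 1.3 in Fig. 5h, read by eye, against a log2 fold change of 0.0092 (SE 0.2). None of the alternatives set before the data were examined comes within the error of that value. In the DESeq2 fit of all 24 libraries without the block, VCAM1 has 0.10 on day 7 (2055 against 1595 counts) and 1.3 on day 0 after acute exposure (36 against 12 counts), where the low-count filter removes it, a value chosen after seeing the data. The VCAM1 bars of acute day 0 and chronic day 7 look exchanged in the figure and may be so, which the deposited files cannot settle. The shares of variance printed in Fig. 5a match the 65.8% and 14.8% found here.

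Some directions that the paper states for groups of genes were not found in the lists used here. The paper describes key oxidative stress genes, above all glutaredoxins and glutathione peroxidases, stress fiber genes and key immediate early genes as upregulated in every condition. It cites panels of fold changes for its own gene sets. The lists here are hand-written and hold partly other genes, and calls past a test are another measure than those fold changes. On day 0 the stress fiber list had 6 members up and 6 down, with a median of -0.01, and the glutaredoxin list did not pass (median 0.12, adjusted p = 0.166), nor did either pass in any alternative with the members up. On day 7 no member of the 3 lists passed (edgeR; none at an adjustment over each list alone), with medians of 0.08, 0.11 and 0.11, and of the immediate early genes in Fig. S7b FOS, JUN and MYC had values below 0 (-0.08, -0.04 and -0.10). For immediate early genes the supplement states a heavy upregulation right after exposure with waning effects later, and the list has medians of 1.06, 0.51 and 0.11 on day 0, 4 and 7. At chronic day 7 the stress fiber list passed with its members together (adjusted p = 0.0303), but not without the block (0.146), without replicate 3 (0.12, direction reversed) or 4 (0.0757), and it had adjusted p = 0.889 with an estimated correlation. The immediate early list had 0.0554 and passed without replicate 1 (0.000928) or 2 (0.00135), and the glutaredoxin list had 0.0531 and passed without replicate 2 (0.00554). On day 4 all 3 lists passed with more members up than down, and none passes with an estimated correlation (adjusted p = 0.308 for glutaredoxins and for stress fibers, 0.357 for immediate early genes), nor glutaredoxins without replicate 2 (0.0798).

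For day 4 against day 0 after acute exposure, the paper describes apoptosis and TNF signaling as lower and DNA repair and coagulation as higher. Here the TNF and NF-kB targets were higher (median 0.51, adjusted p = 0.00747), with the same direction in all alternatives, but the call is lost without replicate 2 (0.0527), and the list has adjusted p = 0.438 with an estimated correlation. The apoptosis list did not pass (median 0.06, adjusted p = 0.209), with the members up in all alternatives. DNA repair did not pass either (adjusted p = 0.873), and coagulation was higher (median 0.28, adjusted p = 0.00499), with adjusted p = 0.438 with an estimated correlation. Fig. 5g is a fold-change comparison of pathways selected by combined score, and the values here are differences of expression of list members, so the quantities differ, as do the genes of the sets.

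The paper describes immune cell attraction and adhesion genes as more upregulated after chronic exposure and apoptotic and mitotic changes as more prevalent after acute exposure. No chemokine or adhesion gene passed at chronic day 7, where the chemokine list passed with its members together (adjusted p = 0.0188), but not without the block (0.185) or without replicate 3 (0.545) or 4 (0.0866), with adjusted p = 0.661 with an estimated correlation. The adhesion list did not pass there (0.474, but 0.0418 without replicate 2). The difference between chronic and acute day 0 exposure did not pass for chemokines (adjusted p = 0.68), adhesion molecules (0.51), apoptosis (0.789) or mitosis (0.125). For mitosis it passed without replicate 2 (0.0172) or 3 (0.00083) in the chronic day 7 effect minus acute day 0 effect. Of the immune genes in Fig. 5h that had too few counts here, the DESeq2 fit of all 24 libraries without the block gives on day 7 log2 fold changes of 3.16 for CCL4, 3.72 for CCL20, 1.73 for CCL28, 2.52 for CXCL1, 3.77 for FGR, 3.26 for ICAM2 and 4.21 for TREM1, each with an adjusted p of 1, values chosen after seeing the data. CCL20, FGR, ICAM2 and TREM1 had no count in the vehicle libraries, so that their values are not bounded above. The deposited table has no gene named ZFP35L1, which Fig. 5h shows among its cell cycle genes.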

Other observations

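Chosen after the result was seen were the tests of a delay in maturation, of 1 pair over all members, of pluripotent cells on day 0 and of splits that part every pair, and the values with the length trend removed or libraries thinned.

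Between day 4 and day 7 in vehicle monolayers CFI, KRT15 and CYP26B1 rose and CGA and ABCG2 fell. CFI, the protease complement factor I, rose by 4.93 on the log2 scale (SE 0.129, adjusted p = 4.84e-06, n = 4). CGA, the alpha subunit of chorionic gonadotropin, fell from 174 ± 112 to 0.487 ± 0.125 CPM (-8.37, SE 0.321, adjusted p = 3.32e-05), and ABCG2, an efflux pump, fell by 2.51 (SE 0.137, adjusted p = 9.97e-05). KRT15, a basal keratin, rose from a mean of 8.00 to 42.4 CPM (2.42, SE 0.12, adjusted p = 8.46e-05) and CYP26B1, which breaks down retinoic acid, by 4.11 (SE 0.402, adjusted p = 0.00107). Each of these genes changed the same way in 4 of 4 pairs. Of 17 retinoic acid targets 8 rose and 1, TGM2, fell (9 and 2 adjusted over the list alone, median 0.25), with adjusted p = 0.00015 or 0.54 with an estimated correlation. Of 30 interferon response genes 13 rose and 1 fell, HERC5 (14 and 1 over the list alone, median 0.51), with adjusted p = 4.17e-06 or 0.54 with an estimated correlation. From day 0 to day 7 DNA replication genes fell in 28 of 30 (29 over the list alone, median -1.10), with adjusted p = 8.27e-16, and DNA repair genes fell in 24 and rose in 4 of 39 (25 and 4 over the list alone, median -0.40), with 0.000378. Both had adjusted p = 0.581 with an estimated correlation. NODAL, a signal of the early embryo, fell by 6.25 from day 0 to day 4 (SE 0.252, adjusted p = 4.74e-05), and WNT10A, a Wnt ligand, rose from 14.9 ± 1.47 to 178 ± 20.3 CPM (3.58, SE 0.129, adjusted p = 4.74e-05). TGM2 and HERC5 were named after their values were seen.

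Cholesterol synthesis genes, taken as a list, moved in opposite directions on the 2 days after acute exposure. Of 24 cholesterol biosynthesis genes 8 rose and none fell on day 0 (9 over the list alone, median 0.08), with adjusted p = 0.00246 or 0.534 with an estimated correlation. On day 4 no single gene of the 24 passed (none over the list alone, median -0.17), and the list had adjusted p = 0.00153, 0.223 without replicate 2 at acute day 4, and adjusted p = 0.652 with an estimated correlation. In the acute day 4 effect minus acute day 0 effect 6 were lower (10 over the list alone, median -0.24), with adjusted p = 7.16e-06 or 0.443 with an estimated correlation. In that difference 9 of 21 basement membrane genes were higher (10 over the list alone, median 0.50), with adjusted p = 7.35e-08 or 0.269 with an estimated correlation. Of 32 interferon response genes 11 were higher (15 over the list alone, median 0.64), with adjusted p = 4.13e-06 or 0.438 with an estimated correlation. Heat shock proteins were lower in 6 and higher in HSPA4L and HSPB8 of 22 (8 and 3 over the list alone, median -0.15), with adjusted p = 0.000655 or 0.269 with an estimated correlation. Epithelial markers on day 0 had 5 up, ELF3, CLDN4, KRT19, CLDN3 and CLDN7, and 3 down, DSP, GRHL2 and CDH1, of 30 (7 and 3 over the list alone, median 0.06). At acute day 0 the list had adjusted p = 0.034, 0.118 without the block, 0.101 without replicate 4, 0.895 with the length trend removed, and adjusted p = 0.539 with an estimated correlation. Mesenchymal and mural markers had TWIST1 up and LUM, COL5A1, COL3A1, COL1A2 and RGS5 down of 17 on day 0 (1 and 6 over the list alone, median -0.10). At acute day 0 they had adjusted p = 0.0377, 0.305 without the block, 0.0872 without replicate 1, 0.11 without replicate 2, and adjusted p = 0.452 with an estimated correlation. The genes named in this paragraph were named after their values were seen.

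The libraries are paired, and for each exposure 8 splits part every pair, too few for a share under 0.05. Of these 8, 1 gave as many genes as the real one at acute day 0 (2840, the highest of the others 0), 1 at acute day 4 (1233, the highest of the others 0) and 2 at chronic day 7 (4, the highest of the others 8). A further 24 splits part 2 pairs and rest on those alone, the highest of them with 31, 0 and 48 genes, and 3 of 35 could not be fitted.

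Long genes fell on day 0 after acute exposure. The median log2 fold change ran from 0.11 in the shortest 10% of genes (median length 895 bp) to -0.15 in the longest (9878 bp, below 0 in 4 of 4 pairs), where 622 of 1669 fell. Depth is argued against, since 96.1% of the 622 stay past the test after thinning to the smallest total, with a median of -0.24 before and after. Gene length bias may account for most of it, since 25.9% stay past the test after removal of the length trend, where their median becomes -0.10 and the calls end because the fold shrinks. The removal would also take away a biological effect on long genes, such as slower completion of long transcripts, and so no biological explanation was tested.

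Stress fiber genes, p53 targets and TNF and NF-kB targets rose 4 days after acute exposure, the 48 members past the test with a median of 0.65. That 1 pair is the source is argued against by all 86 tested members, with a median of 0.52, or 0.384 without pair 2 (45 up and 0 down, pair medians of 0.26, 0.42 and 0.40 against 0.89 in pair 2), and depth by the 100% that stay past the test after thinning, though without replicate 4 edgeR calls no gene (1648 up and 1337 down at an unadjusted p under 0.05). A delay in maturation of the whole monolayer large enough to give this rise is argued against. The 3369 other genes that fell from vehicle day 0 to day 4 (median -0.66) had a median of 0.0563 after exposure (314 up, 23 down). Of the 26 mitosis, 26 DNA replication and 7 pluripotency genes among them none rose in edgeR (medians -0.11, -0.06 and 0.00). A smaller delay of the whole monolayer was not excluded, since the pair medians of the 3369 genes ran from 0.0322 to 0.115. A delay confined to the 48 members stays open beside induction by the exposure. Their median was -0.48 from vehicle day 0 to day 4. It was -0.49 in 25 stress fiber genes (rise 0.60) and -0.84 in 17 p53 targets (rise 0.75). All these comparisons share the vehicle day 4 libraries, noise in which could give opposite values. For the 6 TNF and NF-kB targets (rise 0.63) the fall was small, with a median of -0.0802. Their exposed day 4 libraries lay above vehicle day 0 in 4 of 4 pairs, by 0.02 to 1.18, against 2 of 4 pairs for each of the other lists. A delay that only holds genes at their day 0 level would not lift them above it. The 6 were picked because they rose, and their lowest pair is near 0, so a delay stays open for them too.

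PGF and KRT7, expressed in placenta, fell from day 0 to day 4 in vehicle monolayers, where on day 0 PGF had 235 ± 225 CPM, KRT7, which the epithelial list also holds, 1567 ± 481 CPM and CGA 743 ± 745 CPM. Trophoblast-like cells on day 0 cannot be told apart from a change within the cells. A trophoblast list without CGA and ERVV-2, which had been seen beforehand, had 31 tested genes with a median of -0.54. Of these, 11 were down, 15 did not pass and 5 were up, VTCN1, GABRP, TP63, HAND1 and TFAP2A. PGF and KRT7 are among the 11, so the list is not separate from their falls. CGA itself did not pass by day 4 (172 ± 110 CPM, adjusted p = 0.164) but passes without replicate 3 (0.0131, its alternatives running to 0.456), and CGB3, CGB5 and CGB8 are near-identical copies whose reads may be shared. The fall of the pluripotency list (median -1.47, 10 of 11 genes) is consistent with remaining pluripotent cells on day 0, and also with a loss of these transcripts in all cells. Both stay hypotheses, as no marker was measured in single cells.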
